# Lysosomal cystine export regulates mTORC1 signaling to guide kidney epithelial cell fate specialization

**DOI:** 10.1038/s41467-023-39261-3

**Published:** 2023-07-14

**Authors:** Marine Berquez, Zhiyong Chen, Beatrice Paola Festa, Patrick Krohn, Svenja Aline Keller, Silvia Parolo, Mikhail Korzinkin, Anna Gaponova, Endre Laczko, Enrico Domenici, Olivier Devuyst, Alessandro Luciani

**Keywords:** Mechanisms of disease, TOR signalling, Lysosomes, Nutrient signalling

## Abstract

Differentiation is critical for cell fate decisions, but the signals involved remain unclear. The kidney proximal tubule (PT) cells reabsorb disulphide-rich proteins through endocytosis, generating cystine via lysosomal proteolysis. Here we report that defective cystine mobilization from lysosomes through cystinosin (CTNS), which is mutated in cystinosis, diverts PT cells towards growth and proliferation, disrupting their functions. Mechanistically, cystine storage stimulates Ragulator-Rag GTPase-dependent recruitment of mechanistic target of rapamycin complex 1 (mTORC1) and its constitutive activation. Re-introduction of CTNS restores nutrient-dependent regulation of mTORC1 in knockout cells, whereas cell-permeant analogues of L-cystine, accumulating within lysosomes, render wild-type cells resistant to nutrient withdrawal. Therapeutic mTORC1 inhibition corrects lysosome and differentiation downstream of cystine storage, and phenotypes in preclinical models of cystinosis. Thus, cystine serves as a lysosomal signal that tailors mTORC1 and metabolism to direct epithelial cell fate decisions. These results identify mechanisms and therapeutic targets for dysregulated homeostasis in cystinosis.

## Abstract (web summary)

Cystinosis is a lysosomal storage disease that affects the kidney. Here, the authors use preclinical models and advanced profiling techniques to discover the mechanism by which defective cystine mobilization from lysosomes disrupts kidney cell function, offering insights into potential therapies.

## Introduction

The epithelial cells lining the kidney proximal tubule (PT) play a critical role in homeostasis by efficiently reabsorbing small proteins from the primary urine. The process is mediated by receptor-mediated endocytosis and lysosomal pathways, preventing the loss of precious nutrients in the urine^1^. The lysosomal degradation of disulphide-rich plasma proteins like albumin accounts for the supply of cystine that is exported to cytoplasm through the lysosomal cystine transporter cystinosin^2^. In the cytoplasm, cystine is reduced to cysteine and utilized for the maintenance of cellular redox homeostasis^3^. Additionally, the lysosome-mediated removal of dysfunctional mitochondria regulates the differentiating state of PT cells through junctional integrity and transcriptional programs, including the transcription factor Y box 3 (Ybx3)^4^. Recessive mutations in *CTNS*, the gene that encodes cystinosin (CTNS), cause cystinosis, a lysosomal storage disease characterized by loss of reabsorptive properties of PT cells, progressing towards kidney failure^5^. How, mechanistically, the increased levels of cystine within lysosomes, reflecting its defective export through CTNS, affect cell fate decisions remains unknown.

A crucial step in nutrient sensing is the recruitment of the evolutionarily conserved mechanistic target of rapamycin complex 1 (mTORC1) to the surface of the lysosome^6^. In the presence of nutrients, such as amino acids, glucose, and lipids, a multiprotein complex composed of heterodimeric Rag (Ras-related GTP binding) GTPases (consisting of RagA or RagB bound to RagC or RagD), Ragulator, and vacuolar H^+^-ATPase (V-ATPase) tethers mTORC1 to the lysosomal surface, enabling its activation by the (growth factor-induced) GTP-binding protein Rheb (Ras homolog enriched in brain^7,8^). The mTORC1 signaling from lysosomes promotes growth and proliferation while repressing lysosome biogenesis and catabolic autophagy^9^. The proper regulation of mTORC1 sustains polarized transport properties in epithelial cell types^10^. This has been well illustrated in the kidney, where hypo and/or hyperactivation of mTORC1 pathway can drive pathological changes in podocytes and tubular cells, whereas blunting of hyperactive mTORC1 may prove beneficial in renal cell carcinoma and polycystic and/or diabetic kidney disease^11^.

Like other lysosomal amino acid transporters, the CTNS protein physically interacts with the V-ATPase-Ragulator-Rag GTPase lysosomal scaffold that activates mTORC1 (ref. ^12^). During periods of starvation in *Drosophila*, mobilization of cystine from lysosomes fuels acetyl-CoA synthesis and limits mTORC1 reactivation, altogether balancing catabolic autophagy and growth in developing organs^13^. In the mammalian kidney, PT cells are particularly vulnerable to imbalances in metabolism, which can curb their differentiation and cause disease^14^. These findings raise the possibility that lysosomal cystine export may shape the response of mTORC1 and metabolism to fate decisions during the differentiation of the kidney tubule epithelium.

Here, we combine genetic model organisms and physiologically relevant cell culture systems to test the causal role of an evolutionarily conserved pathway that tunes mTORC1 signaling and metabolism in response to levels of lysosomal cystine to instruct fate specialization. Together the results provide insights into the mechanisms that regulate homeostasis and the specialized functions in kidney tubular epithelial cells, and therapeutic targets for cystinosis.

## Results

### Cystine storage diverts differentiation towards proliferation and dyshomeostasis

The genetic deletion of *Ctns* in 24-week-old mouse kidneys induces cystine storage and lysosome abnormalities in PT segments (Fig. 1a, b), leading to defective receptor-mediated endocytosis of low molecular weight proteins (LMWPs; Fig. 1c) and their losses in the urine (Fig. 1d). Other markers of kidney tubular dysfunction, such as albuminuria and glucosuria, were significantly higher in *Ctns* knockout (KO) mice when compared with wild-type (WT) littermates (Supplementary Fig. 1a, b), confirming previous studies^4,5,15^. The expression of genes involved in the tubular reabsorption of albumin (*Lrp2*), glucose (*Slc5a2*), and LMWP/CC16 (*Cubn*) inversely correlated with solute loss in *Ctns*^KO^ compared with *Ctns*^WT^ animals (Supplementary Fig. 1c–e), reinforcing the link between loss of differentiation markers (i.e., transport systems) and development of kidney tubular dysfunction.

**Fig. 1:**
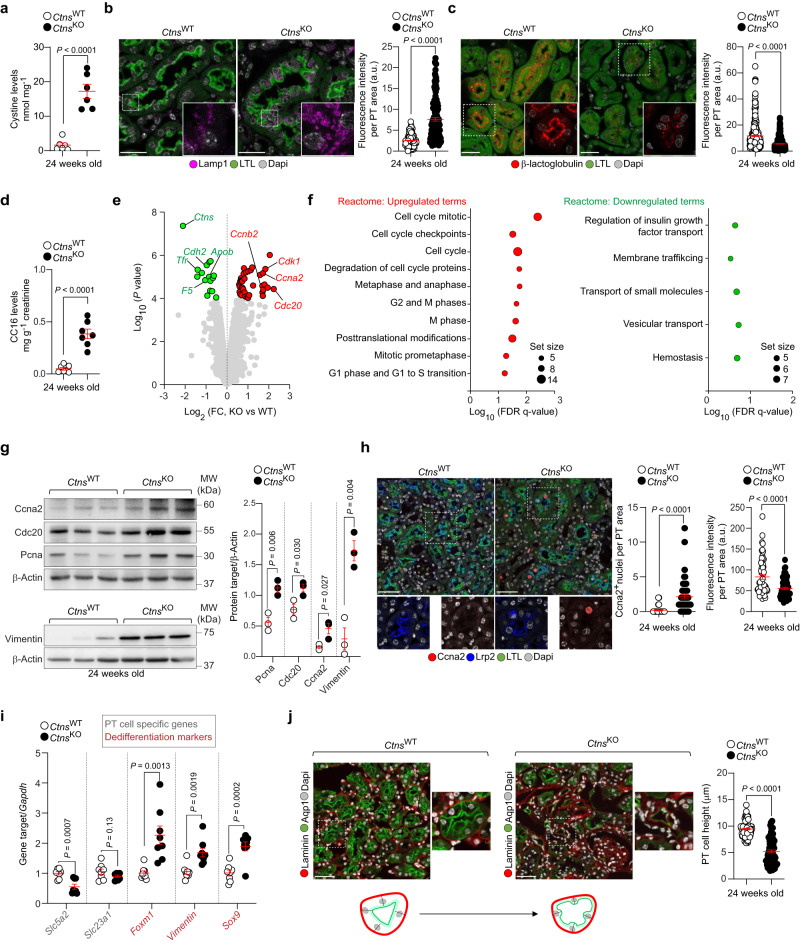
Cystine storage diverts differentiation towards growth and proliferation. **a** Cystine levels in *Ctns* mouse kidneys; *n* = 6 animals in each experimental group. **b** Immunofluorescence and quantification of the Lamp1 mean fluorescence intensity (MFI) in the LTL^+^ PT segments of *Ctns* mouse kidneys, *n* = 164 *Ctns*^WT^ and *n* = 137 *Ctns*^KO^ PT segments from 3 biologically independent animals. **c** Confocal microscopy and quantification of the Cy5-tagged β-lactoglobulin MFI in the LTL^+^ PT segments of *Ctns* mouse kidneys, *n* = 356 *Ctns*^WT^ and *n* = 330 *Ctns*^KO^ PT segments from 3 biologically independent animals. **d** Quantification of LMW/Clara cell protein (CC16) levels in the urine samples of *Ctns* mice; *n* = 7 animals in each experimental group. **e** Volcano plot of genome-wide changes in PT segments of *Ctns* mouse kidneys. Red and green dots show the differentially expressed genes (DEGs; adjusted *p* value < 0.05; *n* = 3 animals in each experimental group). **f** GSEA of over- and under-represented biological pathways in the PT segments of *Ctns*^KO^ mouse kidneys. FDR *q* value was calculated from the enrichment pathway analysis in NetworkAnalyst. **g** Immunoblotting and quantification of the indicated proteins in the kidneys of *Ctns* mice; *n* = 3 animals in each experimental group. **h** Confocal microscopy of whole-kidney sections stained for Ccna2 (red), Lrp2 (blue), and PT marker (LTL, green); quantification of Ccna2^+^ nuclei and of Lrp2 MFI in the PT segments of *Ctns* mouse kidneys. For Ccna2^+^ nuclei: *n* = 31 *Ctns*^WT^ and *n* = 54 *Ctns*^KO^ PT segments from  3 biologically independent animals. For Lrp2 MFI: *n* = 60 *Ctns*^WT^ and *n* = 56 *Ctns*^KO^ PT segments from  3 biologically independent animals. **i** mRNA levels for the indicated genes in the kidneys of *Ctns* mice; *n* = 8 biologically independent animals. **j** Whole-kidney sections stained for PT apical marker (Aqp1, green) and PT basolateral marker (Laminin, red). Confocal microscopy and quantification of PT cell height in the kidneys of *Ctns* mouse; *n* = 90 PT segments from 3 biologically independent animals. Plots represent mean ± SEM. Statistics calculated by unpaired two-tailed Student’s *t* test. Dotted white squares contain images at high magnification. Nuclei counterstained with DAPI (grey). Scale bars are 50 μm in **b**, **c**, and **h** and 20 μm in **j**. Source data are provided as a Source Data file.

Analysis of the transcriptome of PT segments from 24-week-old littermates (Fig. 1e; Supplementary Fig. 1f) identified 61 genes differentially expressed between *Ctns*^KO^ and *Ctns*^WT^ mice, of which 43 were upregulated and 18 downregulated, respectively. Gene set enrichment analysis revealed an over-representation of pathways involved in the cell cycle regulation, whereas membrane trafficking, vesicle-mediated/small molecule transport, and hemostasis were significantly under-represented (Fig. 1f). The dysregulation of these pathways was verified (Supplementary Fig. 1g), with increased expression of proteins regulating cell cycle (Ccna2, Cyclin A2, and Cdc20, Cell cycle division 20) and proliferation (Pcna, proliferating cell nuclear antigen), contrasting with decreased levels of Lrp2 (LDL receptor related protein 2)/megalin, the master coordinator of LMWP uptake^16^, in the PT segments of *Ctns*^KO^ kidneys compared with *Ctns*^WT^ littermates (Fig. 1g, h; Supplementary Fig. 1h). In line, decreased expression of PT cell differentiation related genes^14^ (*Slc5a2* and *Slc34a1*) and increased dedifferentiation markers^17,18^ (Foxm1, Sox9, and Vimentin) were observed in the PT segments of *Ctns*^KO^ mouse kidneys compared with *Ctns*^WT^ littermates (Fig. 1g, i; Supplementary Fig. 1i). Consistent with altered tubular differentiation programs, we noted that the PT cells from *Ctns*^KO^ mice changed from a cuboidal shape to a flattened and spread-out epithelium (Fig. 1j). Thus, the cystine storage secondary to the loss of CTNS triggers anabolic programs for growth and proliferation, disrupting the differentiating state of the PT cells and their reabsorptive properties.

### Defective lysosomes lead to tubular cell fate changes

In silico predictions of gene function and module associations (GeneBridge toolkit^19^; www.systems-genetics.org) suggested that the lysosomally localized *Ctns* relates to lytic vacuole and organelle pathways beyond cystine transport (Supplementary Fig. 2a–c). This led us to investigate whether changes in the differentiation and tubular cell fate induced by CTNS loss and cystine storage reflect alterations in the lysosomal catabolic activities. We used primary cells derived from microdissected PT segments of *Ctns* mouse kidneys (henceforth mPTCs^4^) and transduced them with an adenovirus expressing the lysosomal transmembrane protein 192 (Tmem192) fused to 3×haemagglutinin (T192-3×HA^20^; Fig. 2a) to enable the immunoisolation and functional probing of pure and intact lysosomes (Supplementary Fig. 2d–h). The *Ctns*^KO^ mPTCs, which accumulate cystine within lysosomes (Fig. 2b), showed abnormal growth/proliferation rates (Fig. 2c), defective endocytosis of fluorescent ligands (Fig. 2d), and changes in the expression of PT cell dedifferentiation markers (Fig. 2e), closely mimicking the changes observed in vivo. Moreover, these cells showed abnormal/elongated primary cilium—an antenna-like sensory organelle whose signaling regulates differentiation and cell fate^21^—when compared with wild-type cells (Fig. 2f). These changes were paralleled by a marked decrease in the number of functionally degradative lysosomes in *Ctns*^KO^ mPTCs, both under full and nutrient-depleted conditions, when compared with *Ctns*^WT^ cells (Supplementary Fig. 3a–c). In agreement, the *Ctns*^KO^ cells showed higher numbers of Map1lc3b-positive autophagic puncta and autolysosomes, insensitive to treatment with Bafilomycin A1 (Fig. 2g; Supplementary Fig. 3d). Comparative analysis of lysosome proteins from *Ctns*^KO^ versus *Ctns*^WT^ mPTCs revealed decreased proteolytic generation of the 32 kDa luminal mature cathepsin D (CtsD) and augmented levels of the lipidated, autophagosome-associated form Map1Lc3b-II (Fig. 2h). Similar alterations were also observed in *Ctns*^KO^ mouse kidneys (Supplementary Fig. 3e), as well as in the *ctns*-deficient zebrafish^4^ and *Ctns*^KO^ rat model^22^, both displaying significant cystine storage, metabolic defects, and PT cell dedifferentiation and tubular dysfunction (Supplementary Fig. 3f–i). The proteolytic defects were not linked to dysregulated lysosomal acidification as indicated by the measurements in *Ctns* mPTCs transiently expressing a bona fide biosensor (R2pH-LAMP1-3×HA^23^; Supplementary Fig. 4a–c) that readily measures the changes in luminal pH of the lysosome or stained with LysoTracker^24^ (Supplementary Fig. 4d, e). Thus, the tubular epithelial cells lacking CTNS/ accumulating cystine reprogramme their metabolism from catabolism to anabolism to fuel growth and proliferation, leading to dysregulated differentiation and dyshomeostasis.

**Fig. 2:**
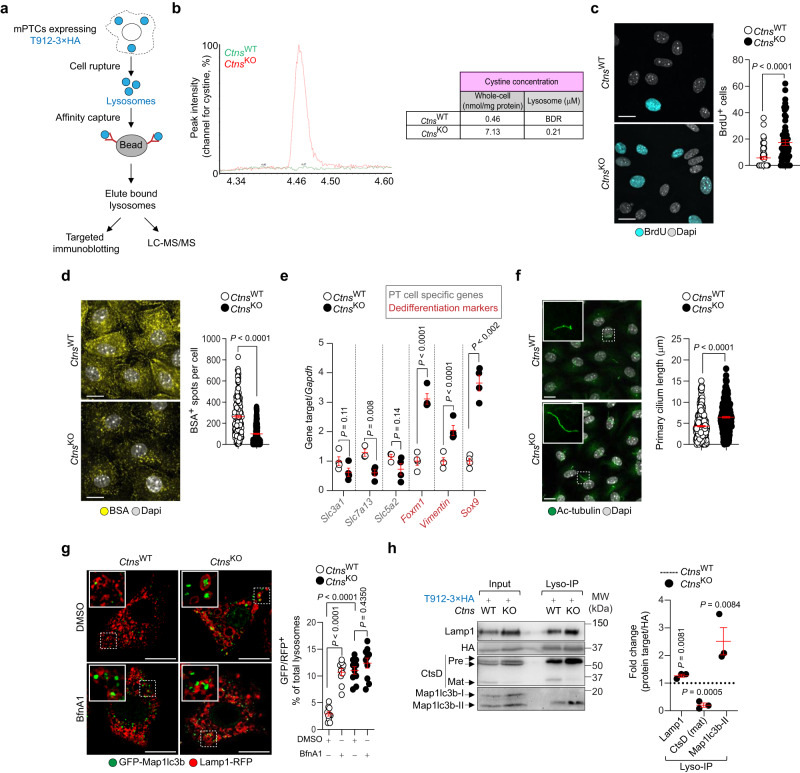
Defective lysosomes lead to loss of differentiation and dysregulated homeostasis. **a** Schematic of the lysosome purification using affinity-based capture from cells transiently expressing T192-3×HA. LC-MS/MS, liquid chromatography with tandem mass spectrometry. Images were drawn using pictures from Servier Medical Art, which is licensed under a Creative Commons Attribution 3.0 Unported License (https://creativecommons.org/licenses/by/3.0/). **b** Quantification of cystine levels in the lysosomes of *Ctns* mPTCs; *n* = 2 biologically independent experiments. **c** Confocal microscopy and quantification of BrdU^+^ cells (expressed as percentage of total cells); *n* = 60 *Ctns*^WT^ and *n* = 58 *Ctns*^KO^ randomly selected fields of views from 3 biologically independent experiments. **d** Confocal microscopy and quantification of BSA^+^ structures per cell. *n* = 209 *Ctns*^WT^ and *n* = 282 *Ctns*^KO^ cells from 3 biologically independent experiments. **e** mRNA levels for the indicated genes. For *Slc7a13* and *Slc5a2*, *n* = 3 *Ctns*^WT^ and *n* = 4 *Ctns*^KO^; and for *Slc3a1, Foxm1, Vimentin,* and *Sox9*, *n* = 4 *Ctns*^WT^ and *Ctns*^KO^ biologically independent samples. **f** Maximum intensity projection of image stacks and quantification of the primary cilium length (Ac-tubulin, green) in *Ctns* mPTCs; *n* = 313 *Ctns*^WT^ and *n* = 285 *Ctns*^KO^ cells from 4 biologically independent animals. **g** Quantification of GFP/RFP^+^ structures in *Ctns* mPTCs transiently expressing GFP-Map1lc3b and Lamp1-RFP (expressed as percentage of total lysosomes; *n* = 10 randomly selected fields of views from 3 biologically independent animals). **h** Immunoblotting and quantification of the indicated proteins in input samples and corresponding lysosome-enriched fractions (Lyso-IP) from *Ctns* mPTCs; *n* = 3 biologically independent experiments. Plots represent mean ± SEM. Statistics were calculated by unpaired two-tailed Student’s *t* test in **c**–**f**, **h** or by one-way ANOVA followed by Sidak’s multiple comparisons test in **g**. Dotted white squares contain images at high magnification. Nuclei counterstained with DAPI (grey). Scale bars are 10 μm. Source data are provided as a Source Data file.

### Hyperactive mTORC1 signalosome drives the metabolic switch

To identify the factors that drive the metabolic switch induced by CTNS deficiency, we conducted proteomics- and metabolomics-based profiling of *Ctns* mPTCs (Fig. 3a). PCA and hierarchical clustering revealed that proteome and metabolome of *Ctns*^KO^ mPTCs substantially differ from *Ctns*^WT^ control cells (Fig. 3b, c; Supplementary Fig. 5a, b). Protein-protein interaction (PPI) analysis of differentially expressed proteins revealed significant enrichment in metabolism, cell cycle and ribosome biogenesis, growth and proliferation, apoptosis regulation, signal transduction, and differentiation pathways in *Ctns*^KO^ versus *Ctns*^WT^ mPTCs (Supplementary Fig. 5c, d). Metabolite set enrichment analysis (MSEA) identified in *Ctns*^KO^ cells chemical categories predominantly containing amino acids, organic acids, sugars, and nucleotides (Supplementary Fig. 5e–g). Integrated biological network analysis crossing differentially produced proteins with metabolites (Fig. 3b, c) identified pathways linked to the regulation of mTORC1 signalosome, such as glucose and amino acids^6^, mTORC1 signaling itself, and downstream anabolic (protein, fatty acid, and nucleotide biosynthesis) or catabolic (autophagy) processes enriched in *Ctns*^KO^ mPTCs (Fig. 3d). An enrichment in pathways related to cancer cell metabolism and renal cell carcinoma, known to be driven by aberrant mTORC1 signaling^25^, was also observed in these mutant cells (Fig. 3d). These results were confirmed when applying an artificial intelligence (AI) engine (PandaOmics^26^) that uses machine learning (ML) tools and statistical validation to rank disease-target associations and prioritize actionable drug targets. Accordingly, this computational platform identified mTOR on the top of the list of predicted drug targets (Supplementary Fig. 6) potentially reversing dyshomeostasis and tubular dysfunction downstream of cystine storage. Inspired by the biological evidence and in silico predictions, we next examined the status of mTORC1 signaling in CTNS-defective PT cells. The CTNS loss rendered mTORC1 less sensitive to nutrient starvation and constitutively active, as indicated by persistent phosphorylation of the ribosomal protein S6 (pS6^Ser235/236^) and eukaryotic translation initiation factor 4E (eIF4E)-binding protein 1 (p4EBP1^Ser65^) (Fig. 3e, f). Increased phosphorylation rates of the canonical mTORC1 substrate (pS6^Ser235/236^) were also observed in *Ctns*^KO^ mouse kidneys (Supplementary Fig. 7a, b). Prolonged starvation led to a partial and progressive reactivation of mTORC1 in wild-type cells, while this process was severely impaired in *Ctns*^KO^ mPTCs, as measured by phosphorylation of the mTORC1 substrate S6 (Supplementary Fig. 7c). Increasing the cytosolic cysteine levels through the supplementation of non-toxic concentrations of L-cysteine (1 mM for 16 h; Supplementary Fig. 7d) or modified molecules such as N-acetylcysteine (NAC; 1 mM for 16 h; Supplementary Fig. 7e) did not blunt the hyperactive mTORC1 signaling in *Ctns*^KO^ PT cells (Supplementary Fig. 7f), suggesting that the recycling of lysosomal cystine through CTNS regulates mTORC1 signaling in the tubular epithelial cells. In agreement, CTNS deficiency augmented the lysosomal levels of components^27^ of the V-ATPase subunits Atp6v0d1 and Atp6v1b2, Ragulator complex subunit Lamtor2 and RagC GTPase that control mTORC1 activation (Fig. 3g). In *Ctns*^KO^ mPTCs, RagC GTPase was strongly clustered on lysosomal-associated membrane protein 1 (Lamp1)-positive structures compared with  *Ctns*^WT^ mPTCs (Fig. 3h), substantiating the regulatory effect of CTNS and cystine storage on mTORC1 activation. The impact of CTNS deficiency on mTORC1 activity was further examined in *ctns*-deficient zebrafish^4^ and *Ctns*^KO^ rat model^22^, both displaying increased phosphorylation rates of pS6^Ser235/236^ compared to controls (Fig. 3i–k), demonstrating the evolutionary conservation of this signaling connection.

**Fig. 3:**
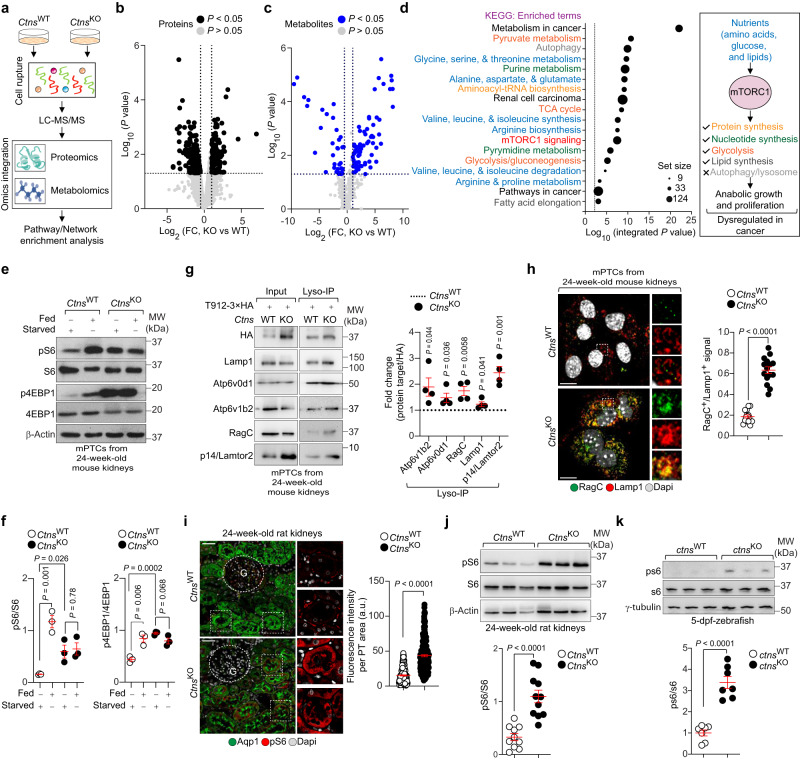
Hyperactive mTORC1 drives metabolic switch in CTNS-defective/cystine accumulating PT cells. **a** Schematic of the experimental workflow for multi-omics integration, and pathway/network enrichment analysis. **b**, **c** Volcano plot of (**b**) proteome and (**c**) metabolome changes induced by CTNS loss in the PT cells. Black and blue dots show the differentially produced proteins and metabolites, respectively. [Log_2_ (fold change) <−0.5 and Log_2_ (fold change) >1; and *P* value < 0.05]. (**d**, left) Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway analysis; *n* = 3 biologically independent experiments. Black dashed line shows the threshold of significant enrichment. Black circles show the size of enriched proteins and metabolites, respectively. *P* value was calculated from the enrichment analysis using Omicsnet2.0. **d** (right) Upstream regulators of mTORC1 signaling activity and downstream-regulated pathways. **e**, **f** Immunoblotting and quantification of the indicated proteins in *Ctns* mPTCs; *n* = 3 biologically independent animals. **g** Immunoblotting and quantification of the indicated proteins in input samples and corresponding Lyso-IP fractions from *Ctns*^WT^ and *Ctns*^KO^ mPTCs; *n* = 4 biologically independent experiments. **h** Confocal microscopy and quantification of RagC/Lamp1^+^ structures (expressed as percentage of total lysosomes; *n* = 15 randomly selected fields of views from 3 biologically independent animals). Dotted white squares contain images at high magnification. **i** Confocal microscopy and quantification of ^pS235/236^S6 MFI in Aqp1^+^ (green) PT segments of *Ctns* rat kidneys; *n* = 227 *Ctns*^WT^ and *n* = 228 *Ctns*^KO^ PT segments pooled from 3 biologically independent animals. **j**, **k** Immunoblotting and quantification of the indicated proteins in (**j**) 24-week-old *Ctns* rats or (**k**) 5 days post fertilization (dpf)-*ctns* zebrafish. For rat kidneys: *n* = 10 animals in each experimental group and for zebrafish: *n* = 7 biologically independent samples (with each sample representing a pool of 10 zebrafish larvae). Plots represent mean ± SEM. Statistics calculated by unpaired two-tailed Student’s *t* test. Nuclei counterstained with DAPI (grey). Scale bars are 10 μm in **h** and 50 μm in **i**. Source data is provided as a Source Data file. Images in **a** and **d** were drawn using pictures from Servier Medical Art, which is licensed under a Creative Commons Attribution 3.0 Unported License (https://creativecommons.org/licenses/by/3.0/).

### Temporal mTORC1 activation by cystine storage directs kidney disease development

The possibility to monitor progressive PT dysfunction (Fig. 4a) and cystine storage (Fig. 4b) over time allowed us to test whether mTORC1 activation may drive the onset and progression of kidney disease in CTNS deficient mice (Fig. 4c). Analyses in mPTCs from *Ctns*^KO^ kidneys revealed nutrient-dependent mTORC1 activation, similar to control *Ctns*^WT^ mPTCs, at 6 weeks of age (Fig. 4d). Conversely, in mPTCs from pre-symptomatic 12-week-old *Ctns*^KO^ mice, mTORC1 activation was stronger than in control cells and largely resistant to nutrient starvation (Fig. 4e). Like wild-type cells, mTOR translocated to the surface of Lamp1-flagged lysosomes in presence of nutrients in mPTCs from 6-week-old *Ctns*^KO^ kidneys, but it readily dissociated from lysosomes following nutrient starvation (Fig. 4f), as expected in response to changes in nutrient availability. Conversely, in mPTCs from 12-week-old *Ctns*^KO^ kidneys, mTOR remained clustered on Lamp1-flagged lysosomes following nutrient deprivation, contrasting with the dissociation observed in wild-type cells (Fig. 4g). These changes were accompanied by a reduced number of enlarged Lamp1^+^ structures in mPTCs from kidneys of 6- to 12-week-old *Ctns*^KO^ mice (Supplementary Fig. 8a). Despite these metabolic and signaling alterations, the *Ctns*^KO^ mouse kidneys displayed mild tubular damage (Supplementary Fig. 8b, c), with no changes in kidney function (blood urea nitrogen and creatinine clearance; Supplementary Fig. 8d, e) and no alterations in kidney growth (as indicated by the kidney-to-body weight ratio; Supplementary Fig. 8f) in aged animals. The effect of CTNS deficiency on mTORC1 activity did not result from alterations in growth factor-directed or 5’-AMP activated protein (AMPK)-mediated signaling upstream of mTORC1, which were similar between wild-type and *Ctns*^KO^ mPTCs (Supplementary Fig. 8g). Thus, CTNS loss/cystine storage activates mTORC1 through mechanisms that are, at least in part, distinct from growth factor-induced signals and/or energy availability.

**Fig. 4:**
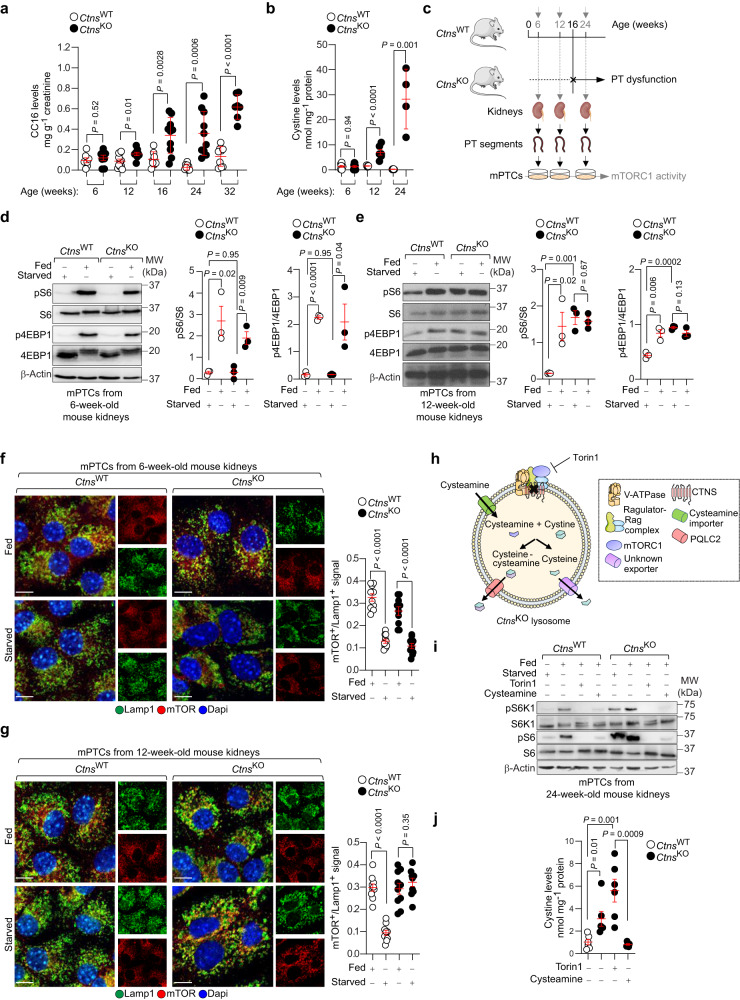
Temporal mTORC1 activation by cystine buildup leads to kidney disease development in CTNS-deficient mice. **a** CC16 levels in the urine of *Ctns* mice at the indicated times; 6 weeks: *n* = 7 *Ctns*^WT^ and *n* = 8 *Ctns*^KO^ animals; 12 weeks: *n* = 11 *Ctns*^WT^ and *n* = 9 *Ctns*^KO^ animals; 16 weeks: *n* = 8 *Ctns*^WT^ and *n* = 10 *Ctns*^KO^ animals; 24 weeks: *n* = 8 *Ctns*^WT^ and *n* = 10 *Ctns*^KO^ animals; 32 weeks: *n* = 9 *Ctns*^WT^ and *n* = 7 *Ctns*^KO^ animals. **b** Cystine levels in *Ctns* mouse kidneys; 6 weeks: *n* = 9 animals in each experiment group; 12 weeks: *n* = 8 *Ctns*^WT^ and *n* = 6 *Ctns*^KO^ animals; 24 weeks: *n* = 5 *Ctns*^WT^ and *n* = 4 *Ctns*^KO^ animals. **c** Schematic of the experimental workflow for monitoring mTORC1 activity in *Ctns* mice and in cultured PT cells. mPTCs from (**d**, **f**) asymptomatic (6 weeks of age), (**e**, **g**) pre-symptomatic (12 weeks of age), and **i** symptomatic (24 weeks of age) *Ctns*^KO^ mice and their (age-matched) *Ctns*^WT^ littermates were cultured under fed and starved conditions. (**d**, **e**) Immunoblotting and quantification of the indicated proteins; *n* = 3 biologically independent animals. (**f**, **g**) Confocal microscopy and quantification of mTOR^+^-Lamp1^+^ signals; *n* = 10 randomly selected and non-overlapping fields of views from  3 biologically independent animals. Nuclei counterstained with DAPI (blue). **h** Fed mPTCs were treated with cysteamine (100 nM) or Torin1 (250 nM) for 16 h. Cysteamine enters the lysosomes through a distinct importer and reacts with cystine to exchange its disulfide bridge into a mixed (cysteamine-cysteine) disulfide, which exits via the cationic amino-acid exporter PQLC2, and generates free cysteine, which  exits from lysosomes through an unknown transporter. **i** Immunoblotting of the indicated proteins; *n* = 2 biologically independent experiments. **j** Cystine levels in *Ctns* mPTCs; *n* = 6 biologically independent samples. Plots represent mean ± SEM. Statistics were calculated by unpaired two-tailed Student’s *t* test. Scale bars, 10 μm. Source data are provided as a Source Data file. Images in **c**, **h** were drawn using pictures from Servier Medical Art, which is licensed under a Creative Commons Attribution 3.0 Unported License (https://creativecommons.org/licenses/by/3.0/).

### Lysosomal cystine regulates mTORC1 through Ragulator-Rag GTPase complex

We next tested whether cystine storage per se might force mTORC1 to remain on the lysosomal surface, using pharmacologic and genetic tools. Emptying the cystine storage with the drug cysteamine^28^ blunted mTORC1 activation in mPTCs derived from 24-week-old *Ctns*^KO^ mice (Fig. 4h, i). Notably, the latter treatment corrected the mTORC1 activation to the same extent than the selective mTOR inhibitor Torin1 which, contrary to cysteamine, does not empty the cystine storage (Fig. 4i). To substantiate the causal link between CTNS loss, lysosomal cystine storage, and hyperactive mTORC1 signaling, we transduced *Ctns*^KO^ PT cells with an adenovirus expressing HA-tagged wild-type (HA-CTNS^WT^) or Gly339Arg mutant (HA-CTNS^G339R^) CTNS (Fig. 5a; Supplementary Fig. 9a). This disease-causing CTNS^G339R^ mutant^29^ preserves the delivery of mutant CTNS to the lysosomal surface while abrogating its transport function, thus causing cystine storage (Fig. 5b; Supplementary Fig. 9b). The re-introduction of CTNS^WT^ in *Ctns*^KO^ mPTCs rescued the cystine levels (Fig. 5b) and restored the nutrient-directed regulation of mTORC1 compared to *Ctns*^KO^ mPTCs transduced with an empty vector (Fig. 5c; +HA-CTNS^WT^). Conversely, the nutrient-dependent regulation of mTORC1 signaling activity was markedly abolished in *Ctns*^KO^ mPTCs expressing mutant CTNS^G339R^/accumulating cystine (Fig. 5b), as evidenced by the elevated phosphorylation rate of mTORC1 substrate S6 (Fig. 5c; +HA-CTNS^G339R^) in nutrient-depleted conditions. Immunoblotting analyses of anti-HA immunoprecipitates from *Ctns*^KO^ mPTCs transiently expressing diverse tagged CTNS forms revealed a decreased binding of CTNS^WT^ to endogenous members of Ragulator-Rag GTPases lysosomal scaffold (Lamtor2 and RagC GTPase) compared with mPTCs transduced with mutant CTNS^G339R^ (Fig. 5d). In line, the reconstitution with CTNS^WT^, but not the mutant CTNS^G339R^, rescued autophagy-lysosome degradation systems in *Ctns*^KO^ mPTCs (Supplementary Fig. 9c, d). To prove that lysosomal cystine is involved in this signaling loop, we bypassed the transport function of CTNS by culturing *Ctns*^WT^ mPTCs with cystine methyl ester derivates (CDME^27,30^). These amino acid derivates rapidly enter the cells and are hydrolysed by esterases into native amino acids, ultimately accumulating within mPTCs and lysosomes (Fig. 5e–g). Exposure of nutrient-depleted *Ctns*^WT^ mPTCs with low doses of CDME stimulated mTORC1 activity in a time-dependent fashion (Fig. 5h; Supplementary Fig. 9e-g). This lag correlated with the time required for CDME to accumulate within lysosomes and could not be recapitulated by treating starved cells with unmodified L-cystine analogues that do not accumulate (Fig. 5f, g). Immunoprecipitation followed by immunoblotting analysis revealed that the heightened levels of lysosomal cystine increase the binding of HA-tagged CTNS to endogenous components of Ragulator-Rag GTPases scaffold complex (Lamtor2 and RagC) in CDME-treated cells compared with those exposed to unmodified L-cystine analogues (Fig. 5i). Through interactions with Ragulator-Rag GTPase lysosomal scaffold, CTNS regulates the activation of mTORC1 signaling landscape in response to variations in the levels of lysosomal cystine.

**Fig. 5:**
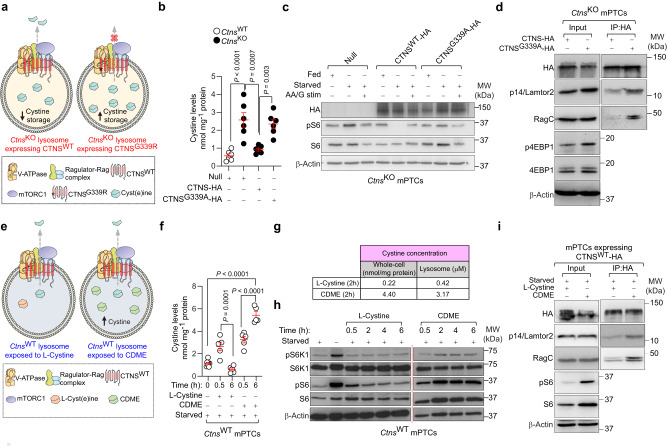
Lysosomal cystine regulates mTORC1 activity through Ragulator-Rag GTPase lysosomal scaffold. (**a**–**d**) mPTCs from *Ctns*^KO^ mice were transduced with **a** Null or hemagglutinin-tagged CTNS^WT^ (CTNS^WT^-HA) or HA-tagged-mutant CTNS (CTNS^G339R^-HA) bearing adenoviral particles for 2 days. **b** Cystine levels in *Ctns* mPTCs; *n* = 6 biologically independent samples. (**c**, **h**) Cells were cultured under fed or starved conditions or restimulated by adding back amino acids and glucose (AA/G stim). **c** Immunoblotting of the indicated proteins. **d** Fed *Ctns*^KO^ mPTCs transiently expressing tagged CTNS^WT^ or CTNS^G339R^ were lysed, and the samples were subjected to HA immunoprecipitation and immunoblotting for the indicated proteins. (**e**–**i**) Starved *Ctns*^WT^ mPTCs were exposed to CDME (0.1 mM) or with unmodified l-cystine (0.1 mM) for the indicated times. **f** Cystine levels in the *Ctns* mPTCs; *n* = 7 (time point 0) and *n* = 5 (time points 0.5 h and 6 h) biologically independent samples. **g** Cystine levels in whole cell lysates and purified lysosomes; *n* = 2 biologically independent samples. **h** Immunoblotting of the indicated proteins; *n* = 3 biologically independent samples. Quantification of the indicated proteins is shown in Supplementary Fig. 9g. **i** The cells were lysed, and the samples were subjected to HA immunoprecipitation and immunoblotting for the indicated proteins. All data in **c**, **d**, **i** were obtained from 2 independent biological replicates. Plots represent mean ± SEM. Statistics calculated by one-way ANOVA followed by Tukey’s or Sidak’s multiple comparisons test in **b**, **f**. Source data are provided as a Source Data file. Images in **a**, **e** were drawn using pictures from Servier Medical Art, which is licensed under a Creative Commons Attribution 3.0 Unported License (https://creativecommons.org/licenses/by/3.0/).

### Blocking mTORC1 rescues lysosome proteolysis and differentiation downstream of cystine storage

We next tested whether mTORC1 inhibition restores lysosomal catabolic activities and the differentiating state of PT cells lacking CTNS/accumulating cystine. We treated *Ctns*^WT^ and *Ctns*^KO^ mPTCs with low, non-toxic doses of Torin1 (250 nM for 16 h; Supplementary Fig. 10a). Treatment with Torin1, which fails to correct cystine storage (Fig. 4j) while effectively blocking mTORC1 activity (Fig. 6a, Supplementary Fig. 10b), enhanced the nuclear translocation of the transcription factor E3 (Tfe3), the master modulator of lysosome biogenesis and autophagy^9^, in *Ctns*^KO^ mPTCs compared with those receiving the vehicle (Supplementary Fig. 10c). In turn, the increased nuclear import heightened Tfe3-targeted autophagy and lysosomal genes, re-activating lysosome function and catabolic autophagy (Fig. 6b–d; Supplementary Fig. 10d–f). In agreement, treatment with Torin1 ameliorated the mitochondrial bioenergetics and lowered the overproduction of mitochondria-derived reactive oxygen species (ROS), preventing the disruption of tight junctions manifested in *Ctns*^KO^ mPTCs (Fig. 6e, f; Supplementary Fig. 10g, h). This markedly repressed the nuclear translocation of Ybx3 and its driven activation of growth/proliferation (Fig. 6g–i; Supplementary Fig. 10i), while restoring PT cell differentiation markers and the endocytic activities of the tubular epithelial cells downstream of cystine storage (Fig. 6j–l). Similar functional rescues, including lysosomal catabolic activities, autophagy, proliferation, and differentiation were also observed in *Ctns*^KO^ cells treated with low concentrations of the allosteric mTOR inhibitor rapamycin (250 nM for 16 h; Supplementary Fig. 11) or depleted of *Raptor* (Supplementary Fig. 12)—a gene encoding protein that docks the mTOR protein kinase on the surface of lysosomes^6^. The modulation of mTORC1 signaling by either pharmacological or genetic means did not alter the tubular cell differentiation nor the Lrp2-mediated endocytosis in *Ctns*^WT^ mPTCs (Fig. 6g, j, k, l; Supplementary Fig. 11h; Supplementary Fig. 12f). In a similar vein, the treatment of *Ctns* rats with low doses of Rapamycin^31^ (1.5 mg/kg/day for 2 weeks; Fig. 7a) reduced/normalized mTORC1 activity and lysosomal abnormalities (Fig. 7b; Supplementary Fig. 13a, b), inhibited the growth and proliferation (Fig. 7c) while restoring the expression of tubular differentiation markers and cuboidal tubule cell morphology (Fig. 7d–f; Supplementary Fig. 13c), and the Lrp2-mediated endocytosis in the PT segments of *Ctns*^KO^ rat kidneys (Fig. 7g) compared with those receiving the vehicle. These functional rescues occurred in the absence of significant changes in the rat kidney cystine levels (Supplementary Fig. 13d). Thus, genetic and pharmacological suppression of mTORC1 signaling pathway corrects the catabolic activities of lysosomes and differentiating states of PT cells downstream of cystine storage.

**Fig. 6:**
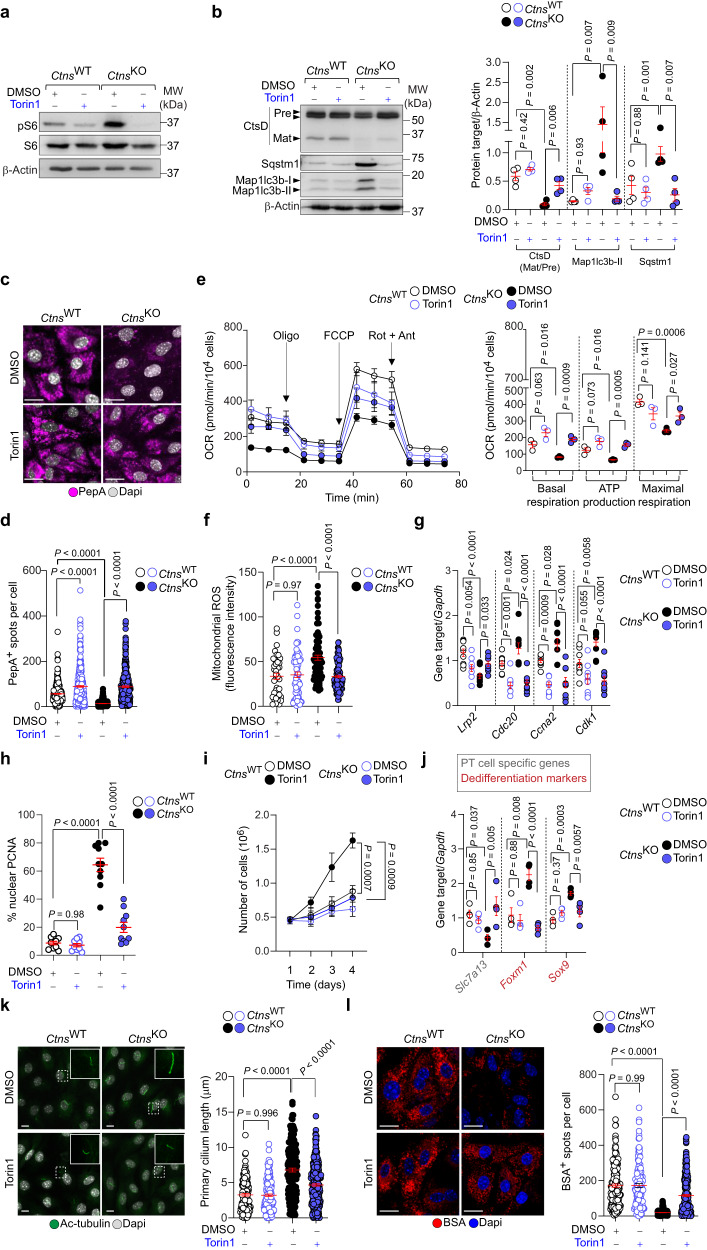
Suppressing mTORC1 rescues lysosome proteolysis and differentiation downstream of CTNS loss and cystine storage. (**a**–**l**) mPTCs from *Ctns*^KO^ and *Ctns*^WT^ mice were treated with vehicle (DMSO) or Torin1 (250 nM for 16 h). (**a**, **b**) Immunoblotting and quantification of the indicated proteins; *n* = 3 (**a**) and 4 (**b**) biologically independent experiments. Quantification of the indicated proteins in **a** shown in Supplementary Fig. 10b. **c** Confocal microscopy and **d** quantification of PepA^+^ puncta per cell; *n* = 360 (*Ctns*^WT^ + DMSO); *n* = 361 (*Ctns*^WT^ + Torin1); *n* = 247 (*Ctns*^KO^ + DMSO) and *n* = 340 (*Ctns*^KO^ + Torin1) cells from 3 biologically independent animals. **e** Oxygen consumption rates (OCRs) were measured under basal level and after the sequential addition of oligomycin (Oligo, 1 μM), FCCP (0.5 μM), and Rotenone (ROT; 1 μM) + Antimycin A (ANT; 1 μM); *n* = 3 biologically independent animals. **f** Confocal microscopy and quantification of MitoSOX fluorescence intensity per cell; *n* = 42 (*Ctns*^WT^ + DMSO); *n* = 68 (*Ctns*^WT^ + Torin1); *n* = 89 (*Ctns*^KO^ + DMSO) and *n* = 122 (*Ctns*^KO^ + Torin1) cells from 3 biologically independent animals. Representative images are shown in Supplementary Fig. 10g. **(g**, **j)** mRNA levels for the indicated genes in mPTCs; **g** *n* = 9 or **j** *n* = 4 wells from 3 biologically independent animals. **h** Quantification of the number of Pcna^+^ nuclei; *n* = 10 non-overlapping fields of views from 3 biologically independent animals. Representative images are shown in Supplementary Fig. 10j. **i** Growth curves in the *Ctns* mPTCs; *n* = 3 biologically independent experiments. **k** Maximum intensity projection of image stacks and quantification of the primary cilium length (Ac-tubulin, green) in *Ctns* mPTCs; *n* = 132 (*Ctns*^WT^ + DMSO), *n* = 176 (*Ctns*^WT^ + Torin1), *n* = 177 (*Ctns*^KO^ + DMSO), and *n* = 306 (*Ctns*^KO^ + Torin1) cells from  3 biologically independent animals. **l** Confocal microscopy and quantification of BSA^+^ structures per cell; *n* = 175 (*Ctns*^WT^ + DMSO), *n* = 139 (*Ctns*^WT^ + Torin1), *n* = 252 (*Ctns*^KO^ + DMSO), and *n* = 274 (*Ctns*^KO^ + Torin1) cells from  3 biologically independent animals. Plots represent mean ± SEM. Statistics calculated by one-way ANOVA followed by Tukey’s or Sidak’s multiple comparisons test in **b**, **d**, **f**, **g**, **h**, **j**, **k**, **l**; and by unpaired two-tailed Student’s *t* test in **e**, **i**. Nuclei counterstained with DAPI (blue or grey). Scale bars, 10 μm. Source data are provided as a Source Data file.

**Fig. 7:**
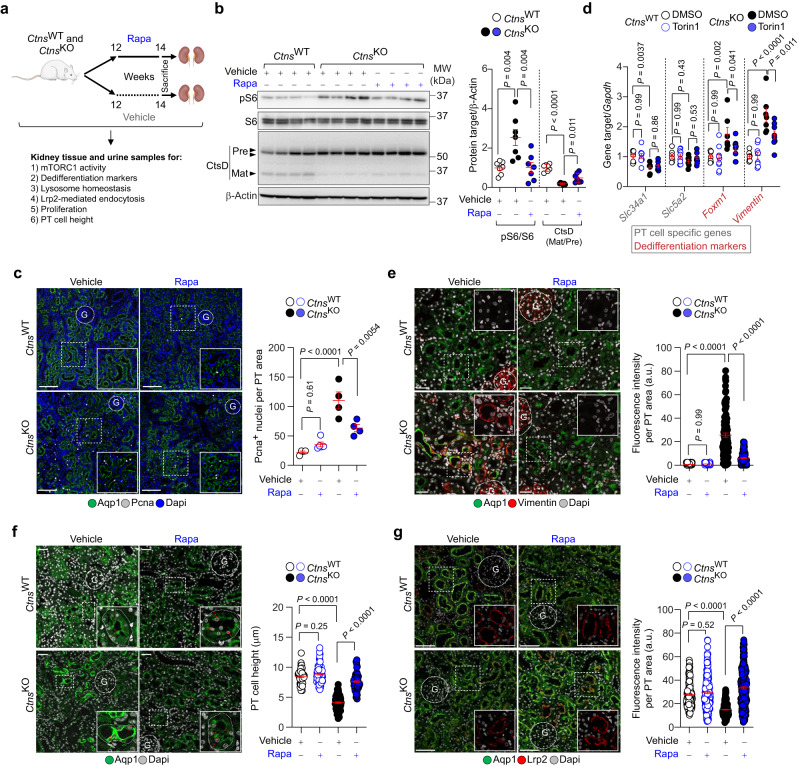
Rapamycin rescues lysosome and differentiation defects in the kidney PT of *Ctns*-deficient rats. **a** Experimental design and drug treatment strategy in *Ctns* rats. Images were drawn using pictures from Servier Medical Art, which is licensed under a Creative Commons Attribution 3.0 Unported License (https://creativecommons.org/licenses/by/3.0/). *Ctns* rats at 12 weeks of age were subcutaneously implanted with a pellet providing a long-term release of rapamycin (Rapa, 1.5 mg/kg/day). After 2 weeks of treatment, the kidneys were harvested and analysed. **b** Immunoblotting and quantification of the indicated proteins; *n* = 7 biologically independent animals. **c** Confocal microscopy and quantification of the number of Pcna^+^ nuclei (white) in Aqp1-positive PT segments of *Ctns* rat kidneys; *n* = 4 biologically independent animals. **d** mRNA levels for the indicated genes in the kidneys of *Ctns* rats; *n* = 7 (*Ctns*^WT^ + Vehicle) and (*Ctns*^KO^ + Vehicle); and *n* = 9 (*Ctns*^WT^ + Rapa) and (*Ctns*^KO^ + Rapa) biologically independent animals. **e** Confocal microscopy and quantification of Vimentin (red) MFI in Aqp1-positive PT segments of *Ctns* rat kidneys (green); *n* = 113 (*Ctns*^WT^ + Vehicle); *n* = 90 (*Ctns*^WT^ + Rapa); *n* = 117 (*Ctns*^KO^ + Vehicle); *n* = 107 (*Ctns*^KO^ + Rapa) PT segments from 4 biologically independent animals. **f** The whole-kidney sections stained for PT apical marker (Aqp1, green) and quantification of PT cell height in the *Ctns* rat kidneys; *n* = 60 (*Ctns*^WT^ + Vehicle); *n* = 79 (*Ctns*^WT^ + Rapa); *n* = 77 (*Ctns*^KO^ + Vehicle); and *n* = 79 (*Ctns*^KO^ + Rapa) PT segments from 4 biologically independent animals. **g** Confocal microscopy and quantification of Lrp2 (red) MFI in Aqp1 (green)-positive PT segments of *Ctns* rat kidneys; *n* = 164 (*Ctns*^WT^ + Vehicle); *n* = 202 (*Ctns*^WT^ + Rapa); *n* = 246 (*Ctns*^KO^ + Vehicle); and *n* = 272 (*Ctns*^KO^ + Rapa) PT segments pooled from 4 biologically independent animals. Plots represent mean ± SEM. Statistics calculated by one-way ANOVA followed by Tukey’s or Sidak’s multiple comparisons test in **b**–**g**. Scale bars are 50 μm in **c** and 20 μm in **e**–**g**. Source data are provided as a Source Data file.

### Therapeutic mTORC1 inhibition improves PT dysfunction in a zebrafish model of cystinosis

Finally, to test whether mTORC1 inhibition rescues the PT dysfunction/LMW proteinuria in vivo, we treated *ctns* zebrafish larvae expressing a bona fide LMW biosensor for PT function^32^ (*lfabp*::½ vdbp-mCherry; Fig. 8a) with low, non-toxic doses of rapamycin (200 nM for 9 days). The short-term treatment with rapamycin, which efficiently blunts mTORC1 activity (Fig. 8b), restored the lysosome-directed processing of the ultrafiltered LMW proteins (as testified by decreases in mCherry fluorescence intensity and vesicle size; Fig. 8c) and improved the PT function in the *ctns*^KO^ zebrafish pronephros, as indicated by the substantial decreases in LMWP/mCherry levels in the urine of treated *ctns*^KO^ zebrafish compared with those receiving the vehicle (Fig. 8d). The phenotype rescues occurred without changes in cystine levels in *ctns*-deficient zebrafish (Supplementary Fig. 13e). Taken together, these proof-of-concept studies indicate that modulation of mTORC1 signaling may serve as an attractive therapeutic strategy for treating dysregulated homeostasis and PT dysfunction in cystinosis.

**Fig. 8:**
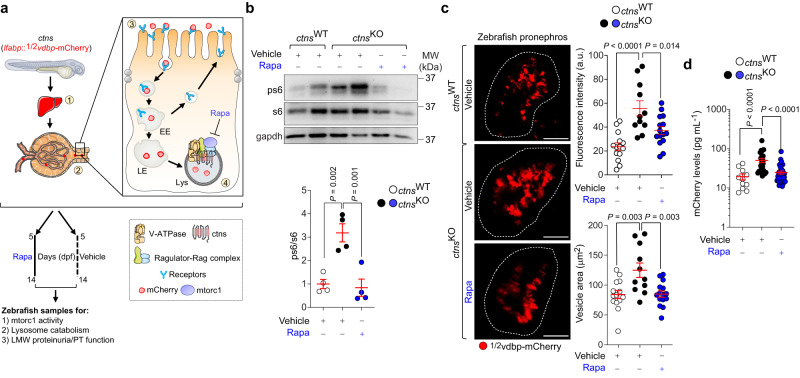
Rapamycin rescues PT dysfunction in a zebrafish model of cystinosis. **a** Schematic showing the generation of *ctns* transgenic zebrafish line expressing a bona fide biosensor for LMW proteinuria/PT function and drug treatment strategy. Fate of ½vdbp-mCherry under normal conditions: ½vdbp-mCherry (~50 kDa) is (1) produced in liver, (2) secreted into the bloodstream and filtered by the glomerulus, (3) reabsorbed by PT cells through receptor-mediated endocytosis, and (4) processed by lysosomes. EE, early endosome; LE, late endosome; Lys, lysosome. Images were drawn using pictures from Servier Medical Art, which is licensed under a Creative Commons Attribution 3.0 Unported License (https://creativecommons.org/licenses/by/3.0/). **b**–**d** 5dpf-*ctns* zebrafish larvae stably expressing ½vdbp-mCherry were treated with vehicle or rapamycin (Rapa, 200 nM for 9 days). **b** Immunoblotting and quantification of the indicated proteins, with each lane representing a pool of 6 zebrafish; *n* = 4 biologically independent experiments. **c** Multiphoton microscopy and quantification of ½vdbp-mCherry fluorescence intensity and vesicle area in zebrafish pronephros; *n* = 14 vehicle-treated *ctns*^WT^ zebrafish; *n* = 11 vehicle-treated *ctns*^KO^ zebrafish; and *n* = 15 Rapa-treated *ctns*^KO^ zebrafish. **d** After 9 days of treatment, urine samples were harvested and analysed. Quantification of urinary mCherry levels by ELISA; *n* = 11 vehicle-treated *ctns*^WT^ zebrafish; n = 26 vehicle-treated *ctns*^KO^ zebrafish; and *n* = 39 Rapa-treated *ctns*^KO^ zebrafish. Plots represent mean ± SEM. Statistics calculated by one-way ANOVA followed by Sidak’s and Tukey’s multiple comparisons test in **b** and in **c**, **d**. Scale bars, 10 μm. Source data are provided as a Source Data file.

## Discussion

Here, we demonstrate that cystine mobilization from lysosomes is crucial for maintaining the differentiation and endocytic function of PT cells. Lysosomal cystine storage, typically caused by the functional loss of CTNS, diverts the differentiating trajectories of PT cells towards anabolic programs for growth and proliferation, disrupting homeostasis and their reabsorptive properties—with relevance across the spectrum of health and disease. Mechanistically, cystine storage stimulates Ragulator-Rag GTPase-dependent recruitment of mTORC1 and its constitutive activation. In cells and preclinical models of CTNS loss, the modulation of mTORC1 pathway restores lysosome function and catabolic autophagy, ultimately steering the proliferative and growing states of the cells towards differentiation and physiological homeostasis (Fig. 9).

**Fig. 9:**
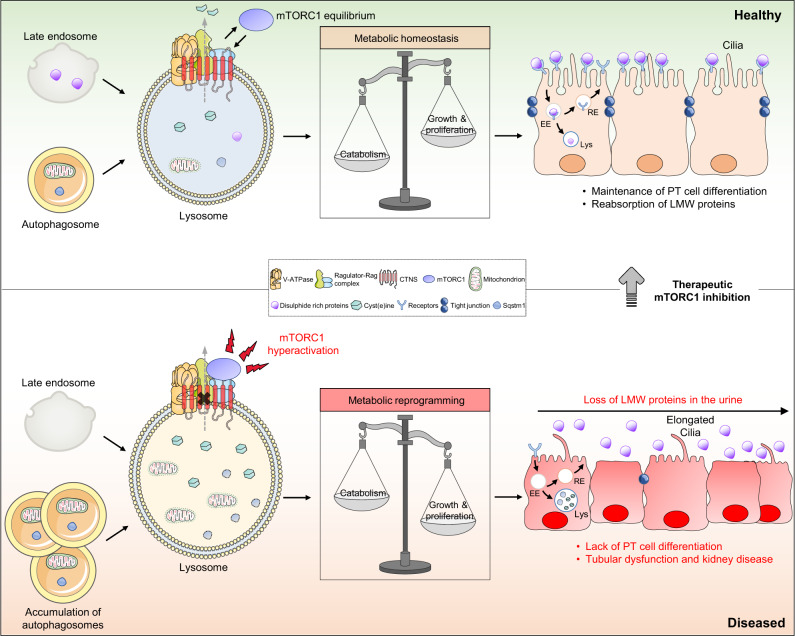
Role of CTNS-cystine-mTORC1 axis as a signaling node that instructs fate specification in the epithelial cells of the kidney tubule. The lysosomal cystine mobilization through CTNS serves as lysosomal signal that shapes the response of mTORC1 to direct metabolism and fate decisions in the kidney tubule epithelium. In the tubular cells lacking CTNS, the storage of cystine triggers the Ragulator-Rag-dependent translocation of mTORC1 and its constitutive activation at the surface of the lysosome. This diverts the catabolic trajectories and differentiating states of the tubular cells towards growth and proliferation, disrupting their endocytic functions and causing tubular dysfunction and kidney disease development in cystinosis. Therapeutic inhibition of hyperactive mTORC1 pathway rescues the lysosome proteolysis and rewires the proliferating trajectories of CTNS deficient/cystinosis-affected tubular epithelial cells towards differentiation and physiological homeostasis. EE early endosome, RE recycling endosome, Lys lysosome. Images were drawn using pictures from Servier Medical Art, which is licensed under a Creative Commons Attribution 3.0 Unported License (https://creativecommons.org/licenses/by/3.0/).

Our work indicates that lysosomes accumulating cystine due to CTNS loss display profound defects in their catabolic activities, with marked accumulation of intracellular constituents that are normally dismantled through autophagy^33^. The proteolytic impairment of CTNS-deficient lysosomes occurs through mechanisms that are independent of lysosomal acidification. In lysosomes, the maintenance of cysteine levels appears to promote the catabolic activities of the lysosomal proteases^34^. Thus, an abnormal storage of cystine (the oxidized dimer of cysteine) may fuel the oxidation of lysosomal thiols that preserve the folding of the catalytic sites of lysosomal proteases, impairing their degradative functions and organelle homeostasis. These catabolic anomalies are paralleled by the upregulation of anabolic programs for growth and proliferation while suppressing the differentiating states of the PT cells, hence leading to defective receptor-mediated endocytosis and tubular proteinuria, i.e., the earliest manifestation of the epithelial cell disease^5^. Thus, beyond its role in cystine transport, CTNS might act as a sensor of the lysosome function—a gatekeeper of metabolism and homeostasis in the epithelial cells lining the kidney tubule.

How do CTNS-deficient/cystine accumulating lysosomes affect cell fate specialization and differentiation programs? Our integrative multi-omics analyses and AI/ML-target discovery pipeline, combined with cross-species validation, indicate that lysosomal cystine storage constitutively activates mTORC1 signaling in CTNS-deficient PT cells. These findings are in line with previous studies showing hyperactive mTORC1 pathway in other lysosomal storage diseases characterized by the abnormal accumulation of intracellular metabolites, such as cholesterol in Niemann Pick type C (NPC) and glycosaminoglycans in Mucopolysaccharidosis type VII^9,35–37^. Conversely, mTORC1 activity seems to be reduced/unchanged in transformed, proliferative tubular cells derived from cystinosis patients and in patient-derived iPSCs^12,38,39^. Such discrepancies may be related to immortalization protocols, which reduce per se the phosphorylation rates of canonical mTORC1 substrates^40^, or to use of dedifferentiated cellular systems that do not recapitulate the characteristics of native kidney tubular cells.

The catabolic activities of the lysosome and the levels of mTORC1 activity have a crucial role in the maintenance of autophagy. Our time-course studies in *Ctns* mice suggest that defects in lysosome and abnormal (mTORC1-driven) nutrient signaling pathways, which appear early in the course of the disease, may disrupt the autophagy-mediated turnover of dysfunctional and/or damaged mitochondria, in turn destroying metabolism and inactivating the actions of fate-determining transcriptional programs^41^. Because CTNS loss and the resulting cystine storage induce concomitant changes in the expression of genes associated with PT cell function and differentiation, as well as in the primary cilium, additional layers of (dys)regulation are likely involved.

In addition to the regulation of glutathione synthesis^42^, exporting lysosomal cystine through CTNS may antagonize the reactivation of mTORC1 through the incorporation of carbons into the tricarboxylic acid cycle (TCA) cycle and limiting amino acid synthesis^13^. In line, our integrated multi-omics analyses have revealed an enrichment of intermediates of TCA in the tubular cells of *Ctns*^KO^ mouse kidneys, with accumulation of dysfunctional and/or damaged mitochondria and excessive oxidative stress. The tight integration of lysosome and mitochondrial quality control systems suggests that, in diseases driven by lysosome dysfunction, their aberrant crosstalk may synergize to disrupt (mTORC1-driven) regulation of metabolic signaling and the functions of specialized cell types.

Despite the metabolic changes and signaling alterations, the *Ctns*^KO^ mice present a late onset and high variability in the extent of tubular dysfunction, mild structural changes, and no kidney failure^4,15,43^, in contrast with the *Ctns*^KO^ rat model that closely recapitulates the human situation in terms of timing, severity, and multisystem involvement^22^. The molecular basis of this inter-species difference may involve distinct levels of cystine storage in the lysosomes, reflecting specific transport or metabolic activities.

The mTORC1 hyperactivation evidenced in CTNS-deficient mPTCs and in the three model organisms, together with time-course analysis, suggests that CTNS tailors the activation of mTORC1 signaling in response to lysosomal cystine levels. Treatment of CTNS-defective mPTCs with cysteamine, which facilitates the export of cystine from lysosomes through the cationic amino acid PQ-loop repeat-containing protein 2 (PQLC2; ref. ^5^) or the exposure of wild-type mPTCs to CDME, which accumulates within lysosomes independently of CTNS, reduces and stimulates, respectively, mTORC1 activation at the lysosomal surface. Re-introduction of CTNS^WT^, which reinstates the lysosomal cystine efflux compared to disease-causing mutant CTNS^G339R^, successfully restored the sensitivity of mTORC1 to changes in nutrient availability in CTNS-defective PT cells. Conversely, CDME-induced cystine storage within lysosomes of wild-type PT cells, rendered mTORC1 insensitive to nutrient withdrawal. Our co-immunoprecipitation studies in *Ctns*^WT^ cells exposed to CDME or in *Ctns*^KO^ cells expressing CTNS^G339R^ mutant indicate that, in both contexts, increased levels of cystine enable the interaction of CTNS with components of V-ATPase and Ragulator-Rag GTPase scaffold complex that recruits mTORC1 at the surface of the lysosome. This suggests the possibility of conformational changes that allows CTNS to signal cystine sufficiency to mTORC1 via the Ragulator-Rag GTPase complex^44^. Thus, CTNS may function as a transceptor (e.g., transporter with a receptor-like function) involved not only in the mere transport of cystine but also in which the amino acid engagement is used for allosteric signal transduction, as recently described for another nutrient transporter systems^45–47^, including the human solute transporter SLC38A9.

Our study offers therapeutic targets to rewire physiological homeostasis in cystinosis, a life-threatening disease for which cysteamine has remained the standard of care despite major side effects^5,28^. The inhibition of hyperactive mTORC1 signaling and disturbed homeostasis in diseased *Ctns*^KO^ kidneys may enhance Tfe3-mediated re-activation of cellular programs boosting lysosomes and catabolic autophagy, removing damaged (ROS-overproducing) mitochondria, stabilizing tight junctions, and repressing the Ybx3 signaling cascade that promotes dedifferentiation and growth/proliferation. However, the translatability of mTORC1 inhibitors is limited by poor availability, lack of specificity, and toxicity^6^. The rescue of cellular and functional defects observed with the use of rapamycin^48^ suggests therapeutic value for modulators of mTORC1 signaling in cystinosis. Given that dietary restriction of nutrients (e.g., low protein diet and/or reductions of essential and/or branched amino acids, including cystine) promote homeostasis by switching mTORC1 activity off^49^, combinations of nutritional interventions with existing and/or emerging drugs might have translatable potential in cystinosis and other currently intractable diseases.

In summary, our work describes a fundamental role of CTNS-cystine-mTORC1 signaling node as a guardian of cellular homeostasis and identifies an evolutionarily conserved lysosome-based signal that instructs fate specification in the epithelial cells of the kidney tubule. Modulating this pathway may yield therapeutic strategies for cystinosis and other lysosomal disorders, while creating opportunities to regulate homeostasis in specialized cell types.

## Methods

### Ethical compliance

All the animal experiments were approved by the Cantonal Veterinary Office Zurich (license no. ZH195/2020, ZH139/2022, and ZH230/2019) and performed in accordance with the guidelines of the University of Zurich.

### Antibodies and reagents

The following antibodies were used in this study: anti-LAMP1 (Santa Cruz Biotechnology, sc-19992, 1:1000); anti-LC3 (PM036, MBL, 1:200); anti-p62/SQSTM1 (PM045, MBL, 1:200); anti-phospho-S6 Ribosomal Protein (Ser235/236; Cell signaling technology, 4858, 1:500), anti-cathepsin D (Santa Cruz Biotechnology, sc-6486, 1:500), anti-S6 Ribosomal Protein (Cell Signaling Technology, 2217, 1:500), anti-phospho‒4E-BP1 (Ser65; Cell signaling technology, 9451, 1:500), anti-4E-BP1 (Cell Signaling Technology, 9644, 1:500), anti-phospho-p70 S6 kinase 1 (Thr389; Cell Signaling Technology, 9234, 1:500); anti-p70 S6 kinase 1 (Cell Signaling Technology, 2708, 1:500), anti-acetyl‒CoA carboxylase (Cell signaling, 3662, 1:500); anti-phospho‒acetyl‒CoA carboxylase (Ser79; Cell signaling, 3661, 1:500); anti-AMPKα (Cell signaling, 2793, 1:500); anti-phospho‒AMPKα (Thr172; Cell signaling, 2535, 1:500), anti-TFE3 (Sigma, HPA023881, 1:500); anti-mTOR (Cell Signaling Technology, 7C10, 1:400 for immunofluorescence studies), anti-Raptor (2280, Cell Signaling Technology, 2280, 1:400); anti−RagC (Cell Signaling Technology, 5466, 1:500); rabbit anti-phospho-AKT (Ser473; Cell Signaling Technology, 13038, 1:500), anti-AQP1(Aviva Systems Biology, OASA00210, 1:400), anti-PCNA (Dako, M0879, 1:500), anti-α-tubulin (Sigma-Aldrich, T5168; 1:1000), anti-Cyclin A2 (Abcam, Ab181591; 1:400), anti Cdc20 (Santa Cruz, sc-13162, 1:400), anti-Golgin-97 (Cell Signaling Technology, 13192; 1:400); anti-VDAC (Cell Signaling Technology; 4866, 1:400), anti-PMP70 (Sigma, SAB4200181, 1:500), anti-calreticulin (Cell Signaling Technology, 12238, 1:400), anti-β-actin (Sigma-Aldrich, A5441, 1:1000), anti-γ-tubulin (Sigma-Aldrich, clone GTU-88,1:10000), and anti-HA (Roche, 11867423001; 1:500), anti-acetylated-tubulin (Sigma,T7451; 1:400), Anti-Laminin gamma 1 (clone A5; Thermo Fisher Scientific, MA106100, 1:400), Atp6v0d1 (Thermo Fisher Scientific, PA5-103179, 1:200) ATP6V1B2 (D2F9R, Cell signaling,14617, 1:200), anti-vimentin (Abcam, Ab92547, 1:400), anti-Lipoclain2/NGAL (R&D systems, AF1857, 1:400), anti-cleaved caspase 3 (Cell signaling), 9662, 1:400), anti-caspase 3 (Cell signaling, 9661, 1:400), anti-megalin (1:1000) was kindly provided by P. Verroust and R. Kozyraki (INSERM, Paris, France), donkey-anti rabbit IgG, cross-absorbed secondary antibody, Alexa Fluor 488 (Thermo Fischer Scientific, A10040, 1:400), donkey-anti mouse IgG, cross-absorbed secondary antibody, Alexa Fluor 488 (Thermo Fischer Scientific, A21202, 1:400), donkey-anti rat IgG, cross-absorbed secondary antibody, Alexa Fluor 488 (Thermo Fischer Scientific, A21202, 1:400), donkey-anti rat IgG, cross-absorbed secondary antibody, Alexa Fluor 647 (Thermo Fischer Scientific, A31573, 1:400), donkey-anti goat IgG, cross-absorbed secondary antibody, Alexa Fluor 633 (Thermo Fischer Scientific, A21094, 1:400), donkey-anti goat IgG, cross-absorbed secondary antibody, Alexa Fluor 546 (Thermo Fischer Scientific, A11056, 1:400), donkey-anti rat IgG, cross-absorbed secondary antibody, Alexa Fluor 546 (Thermo Fischer Scientific, A11081, 1:400). Compounds included Bafilomycin A1 (BfnA1; Enzo Life Sciences, ALX-380-030, 250 nM), ATP-competitive mTOR inhibitor Torin1 (TOCRIS Bioscience, CAS 1222998-36-8, 250 nM), allosteric mTOR inhibitor rapamycin (Sigma-Aldrich, R0395-1MG, 250 nM in cell treatment; and MedChemExpress HY-10219-1G), Cysteamine (Sigma-Aldrich, M6500-25G, 100μM), alcohol ester derivates of cystine (CDME, Sigma-Aldrich 857327-5 G, 0.05 mM), L-amino acid cystine (L-cystine, Sigma-Aldrich, C7602−25 G, 0.05 mM), L-cysteine (Sigma, C7352-25G, 1 mM), N-Acetyl-L-cysteine (NAC, Sigma, A9165-5GNAC, 1 mM), LysoTracker (Thermo Fisher Scientific, L12492), and the biotinylated Lotus Tetragonolobus Lectin (LTL; Vector Laboratories, B−1325). The pCAG R2pH-LAMP1-3xFLAG plasmid was a gift from Massimiliano Stagi (Addgene plasmid # 157940; http://n2t.net/addgene:157940; RRID: Addgene_157940). The cells used in this study were negatively tested for mycoplasma contamination using MycoAlert™ Mycoplasma Detection Kit (LT07-118, Lonza, Switzerland).

### Generation and maintenance of ctns zebrafish

The *ctns*-specific left and right TALENs (*ctns*-TALENs) were constructed in according to Golden Gate TALEN assembly protocol and using the Golden Gate TALEN and TAL Effector Kit 2.0 (Addgene, Kit #1000000024). CIscript-GoldyTALEN was a gift from Daniel Carlson & Stephen Ekker (Addgene, plasmid # 38142). TALENs were designed with the TAL Effector Nucleotide Targeter 2.0 software on the Website of Cornell University. The TALENs target the exon 3 of *ctns* zebrafish gene: left *TALEN-F: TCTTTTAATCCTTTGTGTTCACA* and right TALEN-R: *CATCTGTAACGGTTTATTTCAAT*. The spacer between two TALEN target sites is ~15 nucleotides and has an AciI restriction site in the middle, which is used for mutant screening. The TALEN expression plasmids were linearized with BamHI and then used for in vitro transcription (mMESSAGE mMACHINE T3 kit, Ambion). Approximately 1 nL of TALEN messenger ribonucleic acid (mRNAs, 400 ng/µL) was injected into one-cell stage zebrafish (*Danio rerio*) embryos. After 24 h, genomic DNA was extracted from injected embryos with normal appearance. Targeted genomic loci were amplified by using primers designed to anneal approximately 240 base pairs, and mutant allele was detected by AciI digestion of PCR product. The TALEN injected embryos were raised to adulthood (F0) and outcrossed with wild-type zebrafish (AB background). The embryos were then raised to adulthood (F1) for screening of heterozygous carriers. We identified a heterozygous carrier harboring *ctns*^+/del8^ mutation and (F1) generations were crossed for obtaining homozygous mutant carrying *ctns*^del8/del8^. Zebrafish larvae (AB background) were kept at day/night cycle of 14/10 h at 28 °C and fed with a standard diet (Zebrafeed 100-200, SPAROS, Portugal) starting at 5 d.p.f. Most of the experiments were performed on larvae at 5–14 d.p.f. Animal sex is not specified at this developmental stage. Stable zebrafish line expressing mCherry-tagged half vitamin D binding protein (½vdbp-mCherry) in the liver was established and outcrossed with *ctns*^+/del8^ zebrafish to generate transgenic mutant line, which was crossed with *ctns*^+/del8^ zebrafish to produce homozygous larvae, and the measurement of ½vdbp-mCherry was assessed by ELISA. Where indicated, zebrafish larvae were treated at 5 dpf with zebrafish facility system water containing DMSO or rapamycin (200 nM) for 9 days.

### Zebrafish urine collection and ELISA mCherry measurement

Zebrafish larvae (AB background) were placed in a 48-well microplate with one larva/500 μL facility water/well and kept at 28 °C for 16 hours, followed by urine collection for ELISA assay^32^. The levels of ½vdbp-mCherry were measured according to the manufacturer’s protocol. Briefly, 50 μL of fish pool water containing urine was distributed to a 96-well microplate pre-coated with anti-mCherry antibody. A 50 μL mixture of capture antibody and detector antibody was added to each well and incubated at room temperature for 1 hour. The wells were rinsed three times with washing buffer and incubated with 100 μL of TMB development solution at room temperature for 10 minutes. The reaction was stopped by adding 100 μL of stop solution, followed by reading the absorbance of each well at 450 nm.

### Rodent models

Experiments were conducted on age- and gender-matched *Ctns* knockout mouse (C57BL/6 background^4^) or rat (Sprague-Dawley background^22^) lines, and their corresponding control littermates. Due to an effect of sex on cystine content (higher levels in female versus male kidneys mice^5,15,43^), only female mice at age 6, 12, and 24 weeks were used for primary cell cultures and mechanistic studies. Rats and mice were housed under specific pathogen free conditions and maintained under temperature (22–25 °C)- and humidity (50–60%)-controlled conditions with 12-h dark/light cycle with water and food provided ad libitum. Kidneys were collected for analyses at the time of sacrifice. Both male and female rats aged 12 weeks were subcutaneously implanted with a slow-release pellet (Innovative Research of America, FL, USA). The pellets were designed to allow a constant release of rapamycin (1.5 mg/kg B.W./day; R-5000, LC Laboratories, Woburn, MA). Control animals received a placebo pellet equivalent to their respective rapamycin-treated group. After 2 weeks of treatment, the rats were sacrificed, and the kidney tissues were harvested and collected for subsequent analyses.

### Kidney function

The mice were placed overnight in metabolic cages with ad libitum access to food and drinking water; urine was collected on ice, body weight, water intake, and diuresis were measured. Blood (from sublingual vein) was obtained after anesthesia with ketamine/xylazine or isoflurane. Urine and blood parameters were measured using UniCel DxC 800 pro Synchron (Beckman Coulter, Fullerton, CA, USA). Urinary levels of low-molecular weight Clara cell protein (CC16) were measured by using an enzyme-linked immunosorbent assay in according to the manufacturer’s instructions (BIOMATIK EKU03200, Thermo Fischer Scientific, Waltham, MA).

### Primary cultures of mouse proximal tubular cells

The kidneys were harvested from *Ctns* knockout mice and from their corresponding control littermates: one kidney was transversally split, and one half was fixed and processed for immunostaining while the other half was flash-frozen, homogenized by Dounce homogenizer in 1 mL of RIPA buffer that contains protease and phosphatase inhibitors and processed for western blot analysis. The contralateral kidney was taken to generate primary cultures of mPTCs^4^. Freshly microdissected PT segments were seeded onto collagen-coated chamber slides (C7182, Sigma-Aldrich) and/or collagen coated 6- or 24-well plates (145380 or 142475, Thermo Fisher Scientific), and cultured at 37 °C and 5% CO_2_ in DMEM/F12 (21041-025, Thermo Fisher Scientific) with 0.5% dialyzed fetal bovine serum (FBS), 15 mM HEPES (H0887, Sigma-Aldrich), 0.55 mM sodium pyruvate (P2256, Sigma Aldrich), 0.1 ml L^−1^ non-essential amino acids (M7145, Sigma Aldrich), hydrocortisone, human EGF, epinephrine, insulin, triiodothyronine, TF, and gentamicin/amphotericin (Single Quots® kit, CC‒4127, Lonza), pH 7.40, 325 mOsm kg^−1^. The medium was replaced every 48 h. Confluent monolayers of mPTCs were expanded from the tubular fragments after 6–7 days, characterized by a high endocytic uptake capacity. These cells were negatively tested for mycoplasma contamination.

### Cystine measurements

Mouse and/or rat kidney tissue, and/or zebrafish larvae and/or cultured cells were homogenized and lysed with N-ethylmaleimide (NEM) solution containing 5.2 mmol l^−1^ N-ethylmaleide in 10 mmol L^−1^ potassium phosphate buffer adjusted to pH 7.4. The lysates were harvested, collected and precipitated with sulfosalicylic acid (12% w/v) and centrifuged at 10,000 × *g* for 10 min at 10 °C. The resulting supernatant was dissolved in citrate loading buffer (Biochrom Ltd, Cambridge, UK) and 50 μL of this solution was analysed by Biochrom 30 Plus Amino Acid Analyzer (Biochrom Ltd). The protein pellet was dissolved in 0.1 mol L^−1^ NaOH solution and the protein concentration was determined by Biuret method. The concentration of amino acids was measured by using a lithium high-performance physiological column followed by post-column derivatization with ninhydrin. The amino acids were identified according to the retention time and the ratio of the area between the two wavelengths (570 nm and 440 nm) and quantified by using EZChrom Elite software (Agilent Technologies Inc., Pleasanton, California, USA). Cystine concentration was normalized to the protein concentration and reported in nmol per mg protein.

### Nutrient starvation protocols and cell treatments

The withdrawal of serum, glucose, and amino acid was performed by washing mPTCs with Hank’s balanced salt solution (55021 C, Sigma-Aldrich) and placing them in normal growth and nutrient-deprived medium (amino acid-free RPMI, starvation medium) for the indicated times. For amino acid starvation and stimulation experiments, the cultured cells were rinsed twice with and incubated for 2 h starvation medium or incubated in starvation medium and then stimulated with acid-free RPMI supplemented for 60 minutes with a standard amino acid mixture composed of MEM non-essential amino acid solution, MEM essential amino acid solution, and L-glutamine (Invitrogen, Thermo Fisher Scientific) and with 0.5% fetal bovine serum that had been dialyzed against phosphate-buffered saline (PBS) in dialysis cassettes (Thermo Scientific) having an 3500 molecular weight cutoff. Where indicated, lysosomal proteolysis was inhibited by the addition of BfnA1 (250 nM in cell culture medium for 2 h and/or 4 h). Where indicated, the cells were treated with either the allosteric mTORC1 inhibitor Rapamycin (250 nM in cell culture medium for 16 h) or the ATP-competitive mTORC1 inhibitor Torin1 (250 nM in cell culture medium for 16 h) or cysteamine (100 μM in cell culture medium for 16 h). Where indicated, mPTCs were exposed to alcohol ester derivates of cystine (CDME, 0.1 mM) and L-amino acid cystine (0.1 mM) for the indicated time points. Afterwards, the cells were processed and analysed as described below.

### Adenovirus transduction

For RNA interference studies, the adenovirus constructs include scrambled short hairpin (Scmb) or shRNAs targeting mouse *Raptor*. For expression studies, the adenoviral constructs include CMV (control vector, Ad-CMV-GFP, Vector Biolabs) or an individually carrying mouse hemagglutinin (HA) tagged-*Ctns*; or carrying mouse HA tagged-mutant *Ctns* (Gly339Arg; CTNS^G339R^); or 3×HA-tagged TMEM192 or 3 × HA-tagged R2pH-LAMP1; or expressing mouse green fluorescent protein (GFP)-tagged-Map1lc3b or expressing mouse red fluorescent protein (RFP)-tagged-Lamp1. The adenoviral constructs were purchased from Vector Biolabs (University City Science Center, Philadelphia, USA). The cells were plated onto collagen-coated chamber slides and/or 6- and/or 24-well tissue culture plates. 24 h after plating, adenovirus transduction was performed by incubating the cells (with approximately 70-80% confluence) for 16 h at 37 °C. The cells were then challenged with fresh culture medium every 2 days and cultured for 2 days for the expression studies or 5 days for RNA interference studies, harvested and collected for subsequent analyses.

### Microarray and bioinformatics analysis

The Affymetrix (GeneChip mouse genome 430 A 2.0 array) hybridization experiments were performed in triplicate at the Coriell Genotyping and Microarray Center (Coriell Institute for Medical Research, Camden, New Jersey, USA) on total RNA extracted from microdissected proximal tubules of *Ctns* knockout mouse kidneys and controls. Normalized expression levels were generated from the raw intensities using the RMA method implemented in oligo Bioconductor package^50^. Differentially expressed probes between conditions (*Ctns* knockout versus controls) were identified using the Bioconductor package limma^50^. *P* values were corrected for multiple testing using the Benjamin-Hochberg method. The probes were annotated using the mouse430a2.db Bioconductor Annotation package. Pathway enrichment analysis was performed using the function enrichPathway from the Bioconductor package ReactomePA, run with the default parameters, selecting “mouse” as organism, and using all the genes on the microarray as universe. The analysis was performed separately for the upregulated and the down-regulated genes. The modules associated with mouse cystinosin gene were determined using GeneBridge toolkit^19^ (www.systems-genetics.org).

#### Bulk RNA sequencing

Total RNA was isolated from kidney cortex samples from *Ctns* mouse (*n* = 4 animals in each experimental group) and rat (*n* = 8 animals in each experimental group) models using the Rneasy Plus Mini kit. 

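Bulk RNA sequencing of mouse kidney covered 4 *Ctns* KO and 4 *Ctns* WT mice. The methods name kidney cortex as the tissue, whereas the protocol given with the samples also describes dissected proximal tubules, so which of these was sequenced is not settled here. The labels give no age, sex or treatment for these animals, and the paper's text does not name the aligner, the genome build or the normalization. The authors deposited one value per gene and mouse, listed by upper-case symbols of the human style, with 17376 symbols in the table. Checked against the values, each is the number of reads on the gene plus 0.5, divided by the library's 75th percentile plus 0.5, so the 75th percentile is 1 in every library. Undoing this scaling gave a whole number of reads, to within 0.01, for 99% of the values. Between 19309371 and 33727356 reads per mouse fell on genes in *Ctns* KO kidneys (median 29376636), and between 19716899 and 44449843 in *Ctns* WT kidneys (median 31901558). The 1548 symbols without a read in any mouse stayed in the test, which was limma with a mean-variance trend and robust variance estimation on log2(value + 1). Because 1 is added first, a log2 fold change on this scale understates the change of genes with low values. *Ctns*, which encodes the lysosomal cystine transporter and is listed as CTNS, had a scaled value of 0.332 ± 0.0102 (SD, n = 4 mice) in *Ctns* KO and 0.918 ± 0.0868 (SD, n = 4) in *Ctns* WT kidneys. Its log2 fold change was -0.52 (standard error 0.03, adjusted p = 0.000898 from limma with Benjamini-Hochberg adjustment), and no *Ctns* KO mouse overlapped a *Ctns* WT mouse. Reads on *Ctns* were not absent from the knockouts, with 327, 440, 505 and 556 reads in mice 3, 5, 6 and 8. The alternatives on recovered reads gave larger falls, -1.48 with edgeR's quasi-likelihood test (standard error 0.08, adjusted p = 1.09e-07), and DESeq2 moved the value most, to -1.49 (adjusted p = 3.33e-55).

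**Figure D1:**
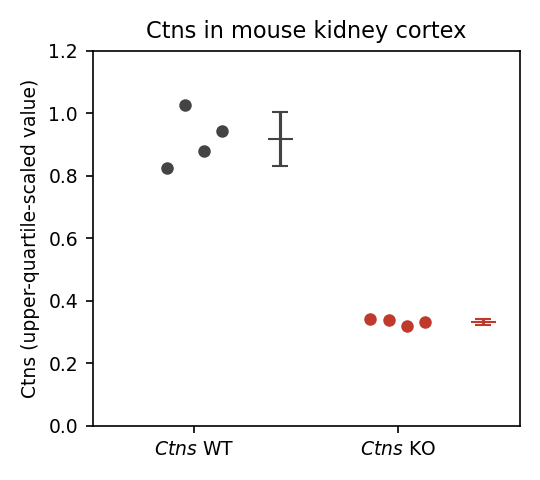
Value of *Ctns* scaled to each library's 75th percentile in every mouse (points), with the mean and SD of each genotype beside them (n = 4 mice per genotype). The *Ctns* KO mice lie between 0.319 and 0.342 and the *Ctns* WT mice between 0.824 and 1.03.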

RNA-seq libraries were prepared using the TruSeq Stranded mRNA-seq reagents (Illumina) using 100 ng of total RNA following the protocol provided by the supplier (Genetic Diagnostic and Sequencing Services, Tubingen, Germany). 

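For the rat, libraries of 8 *Ctns* KO and 8 *Ctns* WT animals were sequenced, and the same conflict between cortex and dissected tubules in the sample descriptions applies. The rat table was not scaled between libraries. Its 14931 symbols carry a count of reads with 1/6 added to every entry, which was taken off before testing and leaves whole reads for 97.7% of entries; the remainder, on 556 symbols, were rounded. Totals on genes were 24684097 to 31165596 reads per rat in *Ctns* KO (median 29306522) and 25002089 to 40629873 in *Ctns* WT kidneys (median 31073754). Mitochondrially encoded genes took 17.7% to 22.4% of the reads. Some symbols share reads or values: 94 symbols in 43 groups hold identical counts in every rat at 50 reads or more. The 11584 symbols kept by edgeR's filter on low counts were tested with TMM normalization. The sample numbers run from 17 to 32, with 4 rats of each genotype among numbers 17 to 24 and 4 of each among 25 to 32, and the labels do not say what the numbers stand for. In a principal component analysis the animals fell into 4 clusters by genotype and by these number ranges. *Ctns* was 19.1 ± 1.86 CPM (SD, n = 8 rats) in *Ctns* KO and 22.4 ± 3.02 CPM (SD, n = 8) in *Ctns* WT kidneys, with overlapping groups. In both species CPM are reads scaled to the library total multiplied by its TMM factor. The log2 fold change of *Ctns* was -0.22 (standard error 0.08, adjusted p = 0.0511 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Within rats 17 to 24 the log2 fold change was -0.11 (adjusted p = 0.514 from the same edgeR test), and within rats 25 to 32 it was -0.32 (adjusted p = 0.0391, edgeR). With the number range as a covariate, chosen after seeing the data, the adjusted p over all rats was 0.0251 (edgeR), which is past the threshold. Leaving out *Ctns* WT rat 17, 19 or 21 or *Ctns* KO rat 24 or 26 also brought it there (adjusted p = 0.0312 to 0.0453, edgeR). The level of this transcript therefore does not tell the genotypes of single rats apart.

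**Figure D2:**
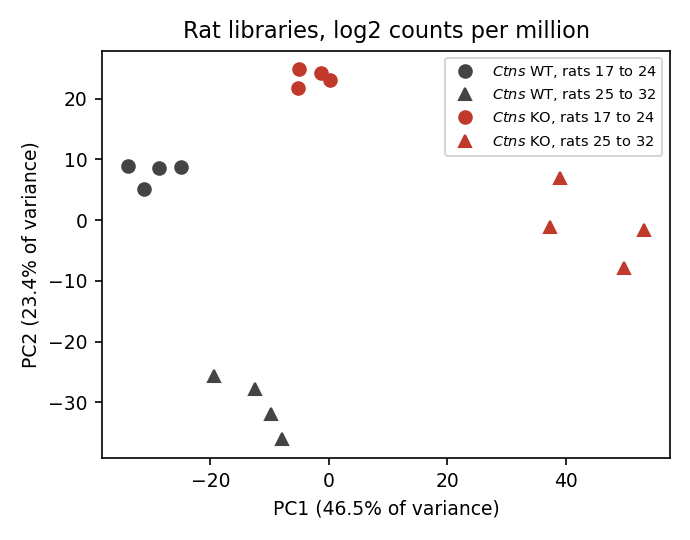
Principal components of the log2 CPM of the 16 rat libraries, 46.5% of the variance on the horizontal axis and 23.4% on the vertical axis. Colour gives the genotype and marker shape the number range, 17 to 24 or 25 to 32; each point is 1 rat.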

The quality of the total RNA and the RNA-seq libraries was assessed on Fragment Analyzer (Agilent). The libraries were sequenced on Illumina NovaSeq6000 using the 100-nucleotide paired-end-run configuration following the protocol provided by the supplier.

### Proteomics

#### Sample preparation

Cell pellets (~5 × 10^5^ cells; *n* = 3 mice in each experimental group) were solubilized in 100 μL of lysis buffer, treated with High Intensity Focused Ultrasound (HIFU) for 1 minute at an ultrasonic amplitude of 85%, and boiled at 95 °C for 10 minutes. Proteins were extracted using a tissue homogenizer (Tissue Lyser II, QUIAGEN) for 2 cycles of 2 minutes at 30 Hz, boiled at 95 °C for another 10 minutes, and subjected to a last cycle of 1 min of HIFU. The samples were centrifuged at 20,000 × *g* for 10 min, and the protein concentration was determined using a Lunatic (Unchained Labs) instrument. For each sample, 50 µg of protein were taken. The samples were digested by adding 10 μL of the ‘Digest’ solution. After 60 min of incubation at 37 °C the digestion was stopped with 100 μL of Stop solution. The solution was transferred to the cartridge and were removed by centrifugation at 3800 × *g*, while the peptides were retained by the iST-filter. Finally, the peptides were washed, eluted, dried and re-solubilized in 40 μL of 3% acetonitrile, 0.1% FA. 1 µl of iRT peptides (Biognosys) at 1:100 dilution was added to each sample.

#### Liquid chromatography-mass spectrometry analysis

Mass spectrometry analysis was performed on an Orbitrap Fusion Lumos (Thermo Scientific) equipped with a Digital PicoView source (New Objective) and coupled to a M-Class UPLC (Waters). Solvent composition at the two channels was 0.1% formic acid for channel A and 0.1% formic acid, 99.9% acetonitrile for channel B. For each sample 1 μL of peptides were loaded on a commercial MZ Symmetry C18 Trap Column (100 Å, 5 µm, 180 µm × 20 mm, Waters) followed by nanoEase MZ C18 HSS T3 Column (100 Å, 1.8 µm, 75 µm × 250 mm, Waters). The peptides were eluted at a flow rate of 300 nL min^−1^ by a gradient from 5 to 22% B in 80 min and 32% B in 10 min after an initial hold at 5% B for 3 min. The column was washed with 95% B for 10 min and afterwards the column was re-equilibrated to starting conditions for additional 10 min. Samples were acquired in a randomized order. The mass spectrometer was operated in data-dependent mode (DDA) acquiring a full-scan MS spectra (300–1500 m/z) at a resolution of 120,000 at 200 m/z after accumulation to a target value of 500,000. Data-dependent MS/MS were recorded in the linear ion trap using quadrupole isolation with a window of 0.8 Da and HCD fragmentation with 35% fragmentation energy. The ion trap was operated in rapid scan mode with a target value of 10,000 and a maximum injection time of 50 ms. Only precursors with intensity above 5000 were selected for MS/MS and the maximum cycle time was set to 3 s. Charge state screening was enabled. Singly, unassigned, and charge states higher than seven were rejected. Precursor masses previously selected for MS/MS measurement were excluded from further selection for 20 s, and the exclusion window was set at 10 ppm. The samples were acquired using internal lock mass calibration on m/z 371.1012 and 445.1200. The mass spectrometry proteomics data were handled using the local laboratory information management system (LIMS).

#### Protein identification and label-free protein quantification

The acquired raw MS data were processed by MaxQuant (version 1.6.2.3), followed by protein identification using the integrated Andromeda search engine. Spectra were searched against a Swissprot canonical mouse proteome (version from 2019-07-09), concatenated to its reversed decoyed fasta database and common protein contaminants. Carbamidomethylation of cysteine was set as fixed modification, while methionine oxidation and N-terminal protein acetylation were set as variable. Enzyme specificity was set to trypsin/P allowing a minimal peptide length of seven amino acids and a maximum of two missed cleavages. MaxQuant Orbitrap default search settings were used. The maximum false discovery rate (FDR) was set to 0.01 for peptides and 0.05 for proteins. Label-free quantification was enabled and a 2-minute window for match between runs was applied. In the MaxQuant experimental design template, each file is kept separate in the experimental design to obtain individual quantitative values. Protein fold changes were computed based on Intensity values reported in the proteinGroups.txt file. A set of functions implemented in the R package SRM Service was used to filter for proteins with 2 or more peptides allowing for a maximum of three missing values, and to normalize the data with a modified robust z-score transformation and to compute *p* values using the *t* test with pooled variance. If all measurements of a protein are missing in one of the conditions, a pseudo fold change was computed replacing the missing group average by the mean of 10% smallest protein intensities in that condition. Pathway analysis using NetworkAnalyst (http://www.networkanalyst.ca) with the default setting was performed to the proteins significantly changed in the mPTCs derived from *Ctns* mouse kidneys.

### Metabolomics

#### Sample preparation

Cell pellets (~5 × 10^5^ cells; *n* = 3 mice in each experimental group) were lysed and extracted with 500 μL lysis solution (methanol: water 4:1, v/v) by vortexing for 30 min at 4 °C. Precipitated proteins were pelleted by centrifugation (16,000 × *g*, for 15 min at 4 °C) and 50uL of the supernatants (50 μL) were transferred to a clean Eppendorf vial. The transferred aliquot of the supernatants was kept at 35 °C and dried down under a gentle flow of nitrogen. The dried extracts were reconstituted in 20 μL water and 80 μL injection buffer. 50 μL of the reconstituted extract was transferred to a glass vial with narrowed bottom (Total Recovery Vials, Waters) for LC-MS injection. In addition, method blanks, QC standards, and pooled samples were prepared in the same way to serve as quality controls for the measurement. Injection buffer was composed of 90 parts of acetonitrile, 9 parts of methanol, and 1 part of 5 M ammonium acetate.

#### Liquid chromatography/mass spectrometry analysis

Metabolites were separated on a nanoAcquity UPLC (Waters) equipped with a BEH Amide capillary column (150 μm × 50 mm, 1.7 μm particle size, Waters), applying a gradient of 5 mM ammonium acetate in water (A) and 5 mM ammonium acetate in acetonitrile (B) from 5% A to 50% A for 12 min. The injection volume was 1 μL. The flow rate was adjusted over the gradient from 3 to 2 μl/min. The UPLC was coupled to Synapt G2Si mass spectrometer (Waters) by a nanoESI source. MS1 (molecular ion) and MS2 (fragment) data were acquired using negative polarization and MS^E^ over a mass range of 50 to 1200 m/z at MS1 and MS2 resolution of >20,000.

#### Untargeted metabolomics data analysis

Metabolomics data sets were evaluated in an untargeted fashion with Progenesis QI software (Nonlinear Dynamics, Waters), which aligns the ion intensity maps based on a reference data set, followed by a peak picking on an aggregated ion intensity map. Detected ions were identified based on accurate mass, detected adduct patterns and isotope patterns by comparing with entries in the Human Metabolome Data Base (HMDB). A mass accuracy tolerance of 5mDa was set for the searches. Fragmentation patterns were considered for the identifications of metabolites.

All biological samples were analysed in triplicate and quality controls were run on pooled samples and reference compound mixtures to determine technical accuracy and stability. Pathway analysis using MetaboAnalyst (http://www.metaboanalyst.ca) with the default setting was performed for the metabolites significantly changed in mPTCs derived from wild-type and *Ctns*^KO^ mouse kidneys. The ranked list of significantly changed proteins and metabolites had been crossed each other, and the enrichment pathway analysis was performed using the open source OmicsNet 2.0 software^51^ (http://www.omicsnet.ca).

##### PandaOmics TargetID platform for target identification

In silico-based PandaOmics target discovery/scoring approach^52^ was applied to identify novel molecular targets for cystinosis. This approach is based on the combination of multiple scores derived from text and omics data. Text-based scores are derived from various sources including scientific publications, grants, patents, clinical trials, and the key opinion leaders, and thus represent how strongly a particular target is associated with a disease. Specifically, text-based scores contain Attention, Trend, Attention Spike, Evidence, Grant funding, Funding per Publication, Grant Size, Average Hirsch, Impact Factor, and Credibility attention index scores. In contrast, omics scores are based on the differential expression, GWAS studies, somatic and germline mutations, interactome topology, signaling pathway perturbation analysis algorithms, knockout/overexpression experiments, and omics-data sources, and thus represent the target-diseases association according to molecular connections between proposed target and disease of interest. Omics scores include thirteen models (Heterogeneous Graph Walk, Matrix Factorization, Interactome Community, Causal inference, Overexpression/Knockout, Mutated/Disease Submodules, Mutations, Pathway, Network Neighbors, Relevance, and Expression) that can be subdivided into classic bioinformatics approaches and complex AI-based models. For example, the Expression score relies on the combination of each gene’s fold change difference in disease versus control samples, the statistical significance of this change, and basal expression in the disease-relevant tissue. On the other hand, AI-based omics model called Heterogeneous Graph Walk (HeroWalk) is a guided random walk-based approach that is applied to a heterogeneous graph. The model learns node representations and then identifies gene nodes, which are close to the reference disease node. The “walks” are sampled with a predefined metapath, i.e., fixed sequence of node types in a walk, e.g., “gene”-“disease”-“gene”. The node degree controls the probability of transition between the nodes while sampling, following by the SkipGram model that learns the representation of each node based on the resulting corpus of walks. The cosine similarity between the specific disease and all genes produces a ranked list of genes. The top genes from this list are predicted to be promising target hypotheses. Combination of described scores results in a ranked list of targets proposed for a given disease and can be filtered out based on their novelty, small molecules synthesis availability, availability of PDB structure, and other useful filters. Description of all mentioned scores and filters is available in the User manual section of PandaOmics (https://insilico.com/pandaomics/help). Targets that are not druggable by the small molecules and do have red flags in terms of safety were excluded from the analysis. After filtering, a ranked list of proposed targets was extracted from PandaOmics and presented as a heatmap.

##### Reverse transcription-quantitative PCR

Total RNA was extracted from mouse tissues using Aurum^TM^ Total RNA Fatty and Fibrous Tissue Kit (Bio-Rad, Hercules, CA). DNAse I treatment was performed to cut genomic DNA contamination. Total RNA was extracted from cell cultures with RNAqueous^R^ kit (Applied Biosystems, Life Technologies). One μg of RNA was used to perform the reverse transcriptase reaction with iScript^TM^ cDNA Synthesis Kit (Bio-Rad). The changes in mRNA levels of the target genes were determined by relative RT-qPCR with a CFX96^TM^ Real-Time PCR Detection System (Bio-Rad) using iQ^TM^ SYBR Green Supermix (Bio-Rad). The analyses were performed in duplicate with 100 nM of both sense and anti-sense primers in a final volume of 20 µL using iQ^TM^ SYBR Green Supermix (Bio-Rad). Specific primers were designed using Primer3 (Supplementary Tables 1, 2). PCR conditions were 95 °C for 3 min followed by 40 cycles of 15 sec at 95 °C, 30 sec at 60 °C. The PCR products were sequenced with the BigDye terminator kit (Perkin Elmer Applied Biosystems) using ABI3100 capillary sequencer (Perkin Elmer Applied Biosystems). The efficiency of each set of primers was determined by dilution curves. The program geNorm version 3.4 was applied to characterize the expression stability of the candidate reference genes in kidneys and six reference genes were selected to calculate the normalization factor. The relative changes in targeted genes over *Gapdh* mRNAs were calculated using the 2^−ΔΔCt^ formula.

#### Endocytosis assay in mouse kidneys and derived PT cells

##### Mouse kidneys

Receptor-mediated endocytosis was monitored in the PT segments of mouse kidneys by measuring the uptake of β-lactoglobulin (L3908, Sigma). Briefly, β-lactoglobulin was tagged with Cy5 using TM2 Ab labelling kit (Amersham) following the manufacturer’s instructions. Fifteen minutes after tail-vein injection of Cy5-β-lactoglobulin (1 mg/kg B.W.) mice were anesthetized and their kidneys were harvested and processed by confocal microscopy.

##### Primary cultured cells

The endocytic uptake was monitored in mPTCs cells following incubation for 60 min at 4 °C with 50 μg × mL^−1^ bovine serum albumin (BSA)-Alexa Fluor-647 (A34785, Thermo Fisher Scientific) in complete HEPES-buffered Dulbecco’s modified Eagle’s medium. The cells were given an acid wash and warmed to 37 °C in growth cell medium for 15 min before being fixed and processed for immunofluorescence analyses.

#### Lysosomal degradation

The detection of lysosomal activity was performed in mPTCs by using Bodipy-FL-PepstatinA (P12271, Thermo Fischer Scientific) or MagicRed-(RR)_2_ substrate (MR-CtsB; 938, Immunochemistry Technologies) according to the manufacturer’s specifications. The cells were pulsed with 1 μM Bodipy-FL-Pepstatin A or with 1 μM MagicRed-(RR)_2_ in Live Cell Imaging medium for 1 h at 37 °C, fixed, and subsequently analyzed by confocal microscopy. The number of PepstatinA or MagicRed- positive structures per cell were quantified by using the open-source cell image analysis software CellProfiler^TM^ as described below.

#### Luminal lysosomal pH

Cells expressing an empty or 3×HA-tagged R2pH-LAMP1 were treated in the presence and in the absence of non-saturating concentrations of Bafilomycin A1 and analysed by confocal microscopy in a chamber heated to 37 °C at 5% CO_2_.

The mCherry and pHluorin fluorophores were excited at 561 nm and 488 nm, respectively and both channels acquired simultaneously to minimize misalignment between channels. Where indicated, the *Ctns* mPTCs were also stained with LysoTracker dye (1 μM for 4 h). After washing, the cells were subsequently analysed by confocal microscopy in a chamber heated to 37 °C at 5% CO_2_. Imaging settings were maintained with the same parameters for comparison between different experimental conditions. Images were acquired using a Leica SP8 confocal laser scanning microscope (Center for Microscopy and Image Analysis, University of Zurich) and the fluorescence intensity was quantified by the open-source image processing software Fiji (ImageJ, NIH) as described below.

### Fluorescence microscopy

#### Mouse and rat tissue slides

Fresh mouse and rat kidneys were fixed by perfusion with 50–60 mL of 4% paraformaldehyde in PBS (158127, Sigma-Aldrich), dehydrated, and embedded in paraffin at 58 °C. Paraffin blocks were sectioned into consecutive five μm-thick slices with a Leica RM2255 rotary microtome (Thermo-Fisher Scientific) on Superfrost Plus glass slides (Thermo-Fisher Scientific). Before staining, slides were deparaffinized in Xylenes (534056, Sigma-Aldrich) and rehydrated. Antigen retrieval was carried out by heating the slides at 95 °C for 10 min in 10 mM sodium citrate buffer (pH 6.0). The slides were quenched with 50 mM NH_4_Cl, blocked with 3% BSA in PBS Ca/Mg (D1283, Sigma-Aldrich) for 30 min, and stained with primary antibodies diluted in blocking buffer overnight at 4 °C. After two washes in 0.1% Tween 20 (v/v in PBS), the slides were incubated with the corresponding fluorophore-conjugated Alexa secondary antibodies (Invitrogen) diluted in blocking buffer at room temperature for 1 h and counterstained with 1μg Biotinylated Lotus Tetragonolobus Lectin (LTL; B-1325 Vector Laboratories) and 1 µM 4’,6-Diamino-2-phenylindole dihydrochloride (DAPI; D1306, Thermo Fischer Scientific). The slides were mounted in Prolong Gold Anti-fade reagent (P36930, Thermo Fisher Scientific) and analyzed by confocal microscopy. The images were acquired using Leica SP8 confocal laser scanning microscope (Center for Microscopy and Image Analysis, University of Zurich) equipped with a Leica APO ×63 NA 1.4 oil immersion objective at a definition of 1024 × 1024 pixels (average of eight or sixteen scans), adjusting the pinhole diameter to 1 Airy unit for each emission channel to have all the intensity values between 1 and 254 (linear range). The micrographs were processed with Adobe Photoshop (version CS5, Adobe System Inc., San Jose, USA) software. Quantitative image analysis was performed by selecting randomly ~5–10 visual fields per each slide that included at least 3–5 PTs (LTL-positive or AQP1-positive where indicated), using the same setting parameters (pinhole, laser power, and offset gain and detector amplification below pixel saturation). For Pcna staining on rat kidney tissue following mTOR inhibition, the slides were acquired using Leica Dmi8 wide-field fluorescence microscope equipped with a Leica HC PL APO ×20/0.80 objective, and a Leica DFC9000 GTC camera. The full kidney slides were scanned and Pcna fluorescence signal in the cortex of each kidney was quantified using the LASX software.

#### Cultured mPTCs

The cells were fixed for 10 min with 4% PFA in PBS, quenched with 50 mM NH_4_Cl, and permeabilized for 20 min in blocking buffer solution containing 0.1% Triton X-100 and 0.5% BSA dissolved in PBS. Subsequently, cells were incubated overnight with the appropriate primary antibodies at 4 °C. After repeated washing with PBS, the slides were incubated for 45 min with the suitable fluorophore-conjugated Alexa secondary antibodies (Invitrogen), counterstained with 1 µM DAPI for 5 min, mounted with the Prolong Gold Anti-fade reagent and analyzed by a Leica SP8 confocal laser scanning microscope (Center for Microscopy and Image Analysis, University of Zurich) using the settings described above. Quantitative image analysis was performed by selecting randomly 5 visual fields pooled from biological triplicates, with each field including at least 10–15 cells, using the same setting parameters (e.g., pinhole, laser power, and offset gain and detector amplification below pixel saturation). The quantitative cell image analyses of subcellular structures were determined by using the open-source cell image analysis software CellProfiler^53^. The specific module “Measure-Object-Intensity-Distribution” was used to score the number of Map1Lc3b, or PepA or MR-positive structures. The pipeline “Cell/particle counting and scoring the percentage of stained objects” was used to score the fractions of Lamp1-positive structures that were also positive for Map1Lc3b. The “Cytoplasm-Nucleus Translocation Assay” was used to score the numbers of Ybx3 and Pcna-positive nuclei. For the quantification of colocalization, non-overlapping images were acquired from each coverslip. Raw, unprocessed images were imported into FIJI v.2.0.0-rc-69/1.52i and converted to 8-bit images, and images of individual channels were thresholded independently to eliminate background and non-specific staining noise and converted to binary masks. Co-localization between Lamp1 and mTOR or RagC and Lamp1 was determined using the “AND” function of the image calculator. An open-source image processing software Fiji v.2.0.0 (ImageJ, NIH) was used for to measure the cilia length and the tubular height. The number of cells and/or fields of views used per each condition and the number of biologically independent experiments are indicated in the figure legends.

#### Imaging of zebrafish larvae

Quantitative analysis of fluorescent signals was performed with one whole pronephric tubule for each larva using the same setting parameters. A multi-photon fluorescence microscope (Leica SP8 MP DIVE Falcon; Leica Microsystems, Heerbrugg, Switzerland) was used to acquire high-resolution images to analyse the fluorescent vesicles in the proximal tubules by using ×25/1.0 NA water immersion objective (HC IRAPO L, Leica). The excitation wavelength was 1040 nm tunable laser for imaging of mCherry. The acquired data were processed by Huygens software (Scientific Volume Imaging, Hilversum, The Netherlands) for deconvolution, followed by segmentation using Ilastik software (EMBL, Heidelberg, Germany) and quantification of fluorescence intensity, vesicle number, and vesicle area for each stack using an open-source image processing software Fiji (ImageJ, NIH).

### Immunoprecipitation

The cells (~5 × 10^6^ cells) were lysed in a buffer containing 25 mM Tris/HCl adjusted to pH 7.4, 150 mM NaCl, 1% NP-40, and 1 mM EDTA, 5% glycerol, protease, and phosphatase inhibitors for 10 min at 4 °C. Lysates were centrifuged at 13,800 × *g* for 10 min and the supernatants were incubated with 50 µL anti-HA magnetic beads (Thermo Fisher Scientific, 88836) with end-over-end rotation for 16 h at 4 °C. The protein-bound beads were washed four times with fractionation buffer and proteins immunoprecipitated were reduced by the addition of 40 μl of Laemmli sample buffer, heated at 95 °C for 5 min, and resolved on 12% SDS polyacrylamide gel electrophoresis (PAGE) gel, and analyzed by immunoblotting.

### Lysosome immunoprecipitation

Cells transiently expressing T192-3×HA were lysed, and intact lysosomes were immunoprecipitated using anti-HA-conjugated Dynabeads (Thermo Scientific, 88837). Briefly, the cells were seeded in a six-well plate at a density appropriate for them to reach confluency after 24 h. The medium was removed, the cell monolayers were scraped into 10 ml KPBS (136 mM KCl and 10 mM KH2PO4, pH 7.25, containing protease (Roche, 1836153001) and phosphatase inhibitors (PhosSTOP Sigma, 04906845001) and collected by centrifugation at 200 × *g*. for 5 min. The pelleted cells were resuspended in a total volume of 1 ml KPBS and ~4 × 10^6^ cells were mechanically broken by spraying 8–10 times through a 23 G needle attached to a 1 ml syringe, and then spun down at 400 g for 10 min at 4 °C, yielding a post nuclear supernatant (PNS). The post-nuclear supernatant was harvested, quantified using Bradford assay (Thermo-Fisher, 23246). Equal quantities of proteins from each condition were incubated with 50 µL anti-HA magnetic beads with end-over-end rotation for 1 h at 4 °C. The lysosome-bound beads were washed four times with KPBS. For immunoblotting analysis, anti-HA immunoprecipitates were reduced by the addition of 40 μL of Laemmli sample buffer, heated at 95 °C for 5 min, and resolved on 12% SDS polyacrylamide gel electrophoresis (PAGE) gel, and analyzed by western blotting.

For cystine measurements on immunopurified lysosomes, 50 μL of 80% MeOH was added to the beads bound to organelles and incubated for 5 mins at room temperature. The free amino acids were further derivatized before MS analysis. For whole cell lysate samples, 30 μL of supernatant were taken and mixed with 3 μL of 5 N NaOH in borate buffer to ensure the pH was below pH 9. For Lyso-IP, the samples were dissolved in 40 μL borate buffer from Waters. A mixture of 30 μL samples (both WCL and LysoIP), 5 μL borate buffer, 5 μL MSK-CAA-A2 internal standard mixture (1:5 dilution), and 10 μL AQC solution was added, giving a total volume of 50 μL and mixed thoroughly immediately after addition. After 10 mins incubation at 55 °C, samples were loaded onto a Waters UPLC H-Class Plus system with an Acquity UPLC Qardupole Solvent Manager and Sample Manager. Derivatized amino acids were detected on a Waters QDa single quadrupole mass detector in positive mode. The Qda was operated by one MS, followed by selected ion monitoring (SIR) for each individual amino acid with a defined retention window, shown in the table below. The column temperature was maintained at 55 °C. The injection volume was 1 μL. Gradient elution was performed using 0.1% formic acid in water as eluent A and 0.1% formic acid in acetonitrile as eluent B. The flow rate was kept constant at 0.5 mL × min^−1^ with the following gradient (expressed as solvent B): Initial conditions: 1.0% B, 0.0–1 min: 1% B, 1–4 min: 13.0% B, 4–8.5 min: 15.0% B, 8.5−9.5 min: 95.0% B, 9.5–11.5 min: 95% B, 12–15 min: 1% B. The data acquisition and data analysis were done by Masslynx 4.2 (Waters).

### Immunoblotting

Proteins were extracted from animal tissues or cultured cells, lysed using a buffer containing protease (Roche) and phosphatase inhibitors (PhosSTOP Sigma), followed by sonication and centrifugation at 16,000 × *g* for 10 min at 4 °C. The samples were thawed on ice, normalized for protein (20 μg/lane), dissolved in Laemmli sample buffer, and separated by SDS-PAGE under reducing conditions. After blotting onto PVDF and blocking with 5% non-fat milk (1706404, Bio-Rad Laboratories), the membranes were incubated overnight at 4 °C with primary antibody, washed, incubated with peroxidase-labeled secondary antibody, and visualized with enhanced chemiluminescence (WBKLS0050, Millipore, Life Technologies) and acquired using ChemiDoc MP imaging system (Bio-Rad Laboratories). Signal intensity was assessed by measuring the relative density of each band normalized to β-actin, GAPDH, γ-tubulin, or α-tubulin with ImageJ software.

### Cell viability assay

The viability of mPTCs after drug treatments were assessed via MTT assay (ab211091, Abcam) in accordance with the manufacturer’s instructions. Briefly, the cells were washed three times with PBS and then incubated with 0.5 mg/mL of MTT diluted in cell media. After 4 h of incubation at 37 °C and until appearance of intracellular purple formazan crystals, the remaining crystals were dissolved with dimethyl sulfoxide (276855, Sigma-Aldrich) or SDS, and the absorbance was measured at 570 nm.

### Cell growth and proliferation

To measure proliferation and growth, the cells were seeded in 24-well plates at a density of 2.0 × 10^4^ cells per well. The cells were cultured for 4 days, and the cell medium was renewed daily. Where indicated, the cells were treated with Torin1 (16 h at the indicated concentrations), then trypsinized every 24 h and quantified using the countess automated cell counter TC10 automated cell counter (BIO-RAD). To assess the rate of proliferation in mPTCs, we used the Click-iT Plus EdU Alexa Fluor 488 Imaging Kit (C10637 Life Technologies). Cells were incubated with EdU solution for 16 h at 37 °C and processed in accordance with the manufacturer’s instructions. DAPI (4′,6-diamino-2-phenylindole dihydrochloride) was used to counterstain nuclei. The slides were analysed by a Leica SP8 confocal laser scanning microscope and the labeling index was evaluated as the percentage of EdU-labeled cells in relation to the DAPI-flagged nuclei by ImageJ software.

### Statistics and reproducibility

The plotted data were presented as mean ± standard error of the mean (SEM). Statistical comparisons between experimental groups were determined by using one-way analysis of variance (ANOVA) followed by Tukey’s or Sidak’s or Dunnett’s multiple comparison test, when appropriate. When only two groups were compared, two-tailed unpaired or paired Student’s *t* tests were used as appropriate. The normality criteria (calculated by D’Agostino and Pearson *omnibus* normally test) were met. Non-parametric data were analysed using a Kruskal-Wallis test with Dunn’s multiple comparison correction. The levels of statistical significance are indicated by symbols, and the *P* values are indicated in the figure legends along with the statistical tests. All experiments reported here were performed at least two to three times independently (unless otherwise indicated in the figure legends) and all attempts at replication were successful. The investigators were not blinded to allocation during the experiments and outcome assessment. Graph Pad Prism software v. 9.4.1 (GraphPad Software) was used for generating all statistical analyses. Parts of Figs. 2a, 3a, d, 4c, h, 5a, e, 7a, 8a, 9 and supplementary figs. 2d, 3a, f, i, 4a, 6a, 7a, c were drawn by using pictures from Servier Medical Art. Servier Medical Art by Servier is licensed under a Creative Commons Attribution 3.0 Unported License (https://creativecommons.org/licenses/by/3.0/).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The RNA sequencing and microarray data generated in this study have been deposited to the NCBI’s Gene Expression Omnibus (GEO) under accession codes GSE226397 (RNA seq) and GSE226396 (Microarray), respectively. The mass spectrometry-based proteomics data have been deposited to ProteomeXchange Consortium with the identifier code PXD040450. The mass-spectrometry-based metabolomics data have been deposited to ZENODO with the identifier code (105281/zenodo.765521). All data supporting the findings of this study are available from the corresponding authors upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Lysosomal cystine export regulates mTORC1 signaling to guide kidney epithelial cell fate specialization
**Source:** Nat Commun. 2023 Jul 14;14:3994. doi: 10.1038/s41467-023-39261-3
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All tools (Leica SP8 confocal laser scanning microscope, multi-photon fluorescence microscope Leica SP8 MP DIVE Falcon, and ChemiDoc MP) used for collecting data are detailed in the Methods section.                                                                                     |
| Data analysis   | All the softwares [Fiji v.2.0.0. (ImageJ, NIH), Huygens (Scientific Volume Imaging, Hilversum, The Netherlands), Ilastik (EMBL, Heideberg, Germany), NetworkAnalyst, MeboAnalyst, OmicsNet2.0, CellProfiler, GraphPad v.9.4.1] used for data analysis are detailed in the Methods section. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA sequencing and microarray data generated in this study have been deposited to the NCBI's Gene Expression Omnibus (GEO) under accession codes

GSE226397 (RNA seq) and GSE226396 (Microarray), respectively. 

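The RNA sequencing data hold a table for each species, and the paper's text names no gene from them. In mice, 751 symbols differed between genotypes at an adjusted p under 0.05 (limma), 609 of them higher and 142 lower in *Ctns* KO kidneys. The number depends on single animals and on the method: it was 352 without *Ctns* WT mouse 4, those lower were 34 to 145 with each mouse left out in turn, and edgeR on the recovered reads, chosen after the units were seen, called 1198 symbols. The balance depends on genes with low values: among symbols with a mean value of at least 1, 77 were higher and 98 lower. On log2(value + 1), and with an average of at least 1 CPM, the largest rises among symbols whose groups did not overlap were SPP1, C3, CDKN1A, MGP and SPARC. SPP1 rose from 33.7 ± 5.75 to 69.4 ± 8.04 scaled units (SD, n = 4 mice each), a log2 fold change of 1.03 (standard error 0.14, adjusted p = 0.011, limma). CDKN1A rose from 0.182 ± 0.0266 to 1.35 ± 0.323 (SD, n = 4 each), a log2 fold change of 0.98 (standard error 0.09, adjusted p = 0.00438, limma). On the recovered reads genes with low values rose more, CCNA2 by 2.67 and MKI67 by 2.58 on the log2 scale against 1.02 for SPP1 (edgeR). By the same rule the largest falls were IGFBP3, INTS2, SPP2, CTNS and CAT, although on the recovered reads CTNS fell more than IGFBP3, which had a log2 fold change of -0.86 (edgeR). With each mouse left out in turn, CAT was not past the threshold in 6 of the 8 fits, IGFBP3 in 5 and C3 in 1. INTS2 went from 2.28 ± 0.255 to 1.05 ± 0.0695 (SD, n = 4 each; log2 fold change -0.67, standard error 0.06, adjusted p = 0.00322, limma).

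In rats, 3180 symbols differed (edgeR), 1760 higher and 1420 lower in *Ctns* KO kidneys. Tested apart, rats 17 to 24 gave 843 (589 higher, 254 lower) and rats 25 to 32 gave 5100 (2534 higher, 2566 lower). In both ranges 743 were called in the same direction and 1 in opposite directions. Over all rats the balance was 2303 higher and 2409 lower with 1 surrogate variable, and 2239 and 2204 with the number range as a covariate. GALNT13 and IL24, with at most 3 reads in any *Ctns* WT rat, were at least 17.9-fold and at least 22.8-fold higher in *Ctns* KO kidneys. HAVCR1 rose from 5.99 ± 3.35 to 115 ± 80.3 CPM (SD, n = 8 rats each; log2 fold change 4.27, standard error 0.51, adjusted p = 2.12e-05, edgeR), although some of its counts were not whole reads. GAL was 12.3 ± 6.06 CPM (SD, n = 8) in *Ctns* WT kidneys, where each rat had 195 to 630 reads, and no *Ctns* KO rat had more than 2 reads, so it was at least 101-fold lower. SPP1 went from 215 ± 49.9 to 2572 ± 1571 CPM (SD, n = 8 each; log2 fold change 3.59, standard error 0.35, adjusted p = 2.82e-06, edgeR), with a log2 fold change of 2.32 in rats 17 to 24 and 4.38 in rats 25 to 32. For MKI67 these were 2.15 and 2.20.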

The mass spectrometry-based proteomics data have been deposited to ProteomeXchange Consortium with the identifier code PXD040450. The mass-spectrometry-based metabolomics data have been deposited to ZENODO with the identifier code (105281/zenodo.765521). Source data are provided with this paper. All data supporting the findings of this study are available from the corresponding authors on reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine the sample size. The sample size was selected based on commonly adopted standards in the field, resulting in statistically meaningful comparisons. |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                            |
| Replication     | All of the experiments reported here in this study were independently performed two to three times or more as indicated in the legends.                                                             |
| Randomization   | No randomization was applied in this study.                                                                                                                                                         |
| Blinding        | The investigators were not blinded to allocation during the experiments and outcome assessment.                                                                                                     |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |

|                   |                                                                                                                                                                                                                         |
|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i> |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>          |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample          | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy        | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection          | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions          | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility          | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization            | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                 | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/>            | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

The following antibodies were used in this study: anti-LAMP1 (Santa Cruz Biotechnology, sc-19992, 1:1000); anti-LC3 (PM036, MBL, 1:200); anti-p62/SQSTM1 (PM045, MBL, 1:200); anti-phospho-S6 Ribosomal Protein (Ser235/236; Cell signaling technology, 4858, 1:500), anti-cathepsin D (Santa Cruz Biotechnology, sc-6486, 1:500), anti-S6 Ribosomal Protein (Cell Signaling Technology, 2217, 1:500), anti-phospho-4E-BP1 (Ser65; Cell signaling technology, 9451, 1:500), anti-4E-BP1 (Cell Signaling Technology, 9644, 1:500), anti-phospho-p70 S6 kinase 1 (Thr389; Cell Signaling Technology, 9234, 1:500); anti-p70 S6 kinase 1 (Cell Signaling Technology, 2708, 1:500), anti-acetyl-CoA carboxylase (Cell signaling, 3662, 1:500); anti-phospho-acetyl-CoA carboxylase (Ser79; Cell signaling, 3661, 1:500); anti-AMPK $\alpha$  (Cell signaling, 2793, 1:500); anti-phospho-AMPK $\alpha$  (Thr172; Cell signaling, 2535, 1:500), anti-TFE3 (Sigma, HPA023881, 1:500); anti-mTOR (Cell Signaling Technology, 7C10, 1:400 for immunofluorescence studies), anti-Raptor (2280, Cell Signaling Technology, 2280, 1:400); anti-RagC (Cell Signaling Technology, 5466, 1:500); rabbit anti-phospho-AKT (Ser473; Cell Signaling Technology, 13038, 1:500), anti-AQP1 (Aviva Systems Biology, OASA00210, 1:400), anti-PCNA (Dako, M0879, 1:500), anti- $\alpha$ -tubulin (Sigma Aldrich, T5168; 1:1000), anti-Cyclin A2 (Abcam, Ab181591; 1:400), anti Cdc20 (Santa Cruz, sc-13162, 1:400), anti-Golgin-97 (Cell Signaling Technology, 13192; 1:400); anti-VDAC (Cell Signaling Technology; 4866, 1:400), anti-PMP70 (Sigma, SAB4200181, 1:500), anti-calreticulin (Cell Signaling Technology, 12238, 1:400), anti- $\beta$ -actin (Sigma-Aldrich, A5441, 1:1000), anti- $\beta$ -tubulin (Sigma Aldrich, clone GTU-88, 1:10000), and anti-HA (Roche, 11867423001; 1:500), anti-acetylated-tubulin (Sigma, T7451; 1:400), Anti-Laminin gamma 1 (clone A5; Thermo Fisher Scientific, MA106100, 1:400), Atp6v0d1 (Thermo Fisher Scientific, PA5-103179, 1:200) ATP6V1B2 (D2F9R, Cell signaling, 14617, 1:200), anti-vimentin (Abcam, Ab92547, 1:400), anti-Lipoclain2/NGAL (R&D systems, AF1857, 1:400), anti-cleaved caspase 3 (Cell signaling), 9662, 1:400), anti-caspase 3 (Cell signaling, 9661, 1:400), anti-megalin (1:1000) was kindly provided by P. Verrouast and R. Kozyraki (INSERM, Paris, France), donkey-anti rabbit IgG, cross-absorbed secondary antibody, Alexa Fluor 488 (Thermo Fischer Scientific, A10040, 1:400), donkey-anti mouse IgG, cross-absorbed secondary antibody, Alexa Fluor 488 (Thermo Fischer Scientific, A21202, 1:400), donkey-anti rat IgG, cross-absorbed secondary antibody, Alexa Fluor 488 (Thermo Fischer Scientific, A31573, 1:400), donkey-anti goat IgG, cross-absorbed secondary antibody, Alexa Fluor 633 (Thermo Fischer Scientific, A21094, 1:400), donkey-anti goat IgG, cross-absorbed secondary antibody, Alexa Fluor 546 (Thermo Fischer Scientific, A11056, 1:400), donkey-anti rat IgG, cross-absorbed secondary antibody, Alexa Fluor 546 (Thermo Fischer Scientific, A11081, 1:400).

## Validation

All antibodies used in our study have been previously characterized and validated by biological strategies. Detailed information can be found on the website from manufactures. This information has been listed in the methods section.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

Primary cultures of micro-dissected proximal tubules derived from mouse kidneys were developed in the Devuyt lab at Institute of Physiology, University of Zurich.

## Authentication

Primary proximal tubule cells were authenticated by their gene profile and by assessing their specialized functions such as endocytic uptake of albumin and transferrin ligands.

## Mycoplasma contamination

All cell lines were routinely tested for mycoplasma using a commercial kit (Lonza) and verified as mycoplasma-negative.

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Palaeontology and Archaeology

## Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.*

## Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

## Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Experiments were conducted on age- and gender-matched Ctns knockout mouse (C57BL/6 background) or rat (Sprague-Dawley background) lines, and their corresponding control littermates. Due to an effect of sex on cystine content (higher levels in female versus male kidneys), only female mice at age 6, 12, and 24 weeks were used in all experiments and cellular studies. 

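The labels of the sequenced mice give no sex, so transcripts that differ between the sexes were read in each library. Xist, the transcript of the inactive X chromosome, had 32148, 17581, 31170 and 42003 reads in *Ctns* WT mice 1, 2, 4 and 7, and 25799, 33899 and 37792 reads in *Ctns* KO mice 5, 6 and 8. *Ctns* KO mouse 3 had 49 reads of Xist, 2.45 CPM against 929 CPM or more in every other mouse. The Y-linked genes DDX3Y, KDM5D, UTY, USP9Y and SRY are listed without a read in all 8 mice, and EIF2S3Y is not in the table. Of the X-linked genes that escape inactivation, KDM6A was 34.4 CPM in *Ctns* KO mouse 3 and 50.0 to 59.3 CPM in the others. KDM5C was 90.7 CPM in mouse 3 and 115 to 136 CPM in the others. DDX3X hardly differed from the next mouse, at 166 CPM in mouse 3 and 167 to 203 CPM in the others.

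**Figure D3:**
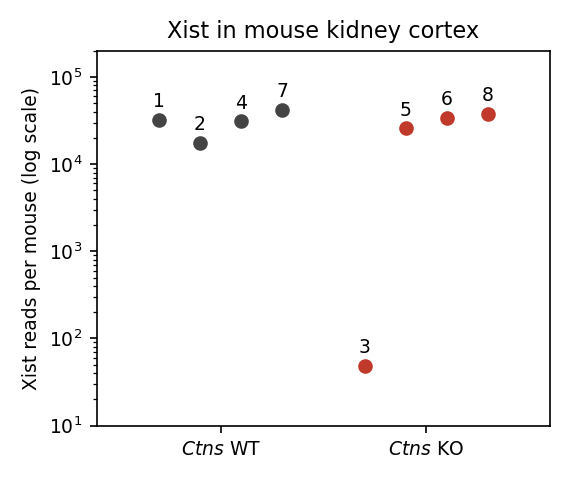
Reads of Xist in each of the 8 sequenced mice on a logarithmic axis, with the mouse number beside each point, by genotype. Mouse 3 among the *Ctns* KO mice lies at 49 reads and the other 7 mice between 17581 and 42003.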

Rats and mice were housed under specific pathogen free conditions and maintained under temperature (22-25°C)-and humidity (50-60%)-controlled conditions with 12-h dark/light cycle with water and food provided ad libitum. Zebrafish larvae (AB background) were kept at day/night cycle of 14/10 h at 28°C and fed with XX and solid fish food XX starting at 5 d.p.f. Most of the experiments were performed on larvae at 5-14 d.p.f. Animal sex is not specified at this developmental stage.

## Wild animals

No wild animals were involved in this study.

## Reporting on sex

Gender was considered only for the mouse model, as there has been described a sex-dependent effect on cystine storage and hence kidney disease development in females versus males. No sex-based analyses in rats.

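The sex of the sequenced rats could not be read from their RNA. The rat table has no entry for XIST, and none for the Y-linked genes DDX3Y, KDM5D, UTY, EIF2S3Y, SRY and USP9Y, and the labels give no sex, so no sex was assigned to any of these animals and no sex-linked covariate was fitted.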

## Field-collected samples

This study did not involve samples collected from the field.

## Ethics oversight

All the animal experiments were approved by the Cantonal Veterinary Office Zurich (license no. ZH195/2020, ZH139/2022, and ZH230/2019) and performed in accordance with the guidelines of the University of Zurich.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

## Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

## Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- |                                     |                                                     |
|-------------------------------------|-----------------------------------------------------|
| No                                  | Yes                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

- | No                                  | Yes                      |                                                                             |
|-------------------------------------|--------------------------|-----------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.

#### Instrument

Identify the instrument used for data collection, specifying make and model number.

|                           |                                                                                                                                                                                                                                                       |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | <i>Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.</i>                                                                     |
| Cell population abundance | <i>Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.</i>                                                                                  |
| Gating strategy           | <i>Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.</i> |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                                   |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | <i>Indicate task or resting state; event-related or block design.</i>                                                                                                                                                                                             |
| Design specifications           | <i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>                                                                  |
| Behavioral performance measures | <i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i> |

### Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

### Preprocessing

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>                                                                       |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

### Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                         |
|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested                                                          | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                                   |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | <i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>                                                                                                                  |
| Correction                                                                | <i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>                                                                                     |

## Models & analysis

| n/a                                 | Involvement in the study                                              |
|-------------------------------------|-----------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

How the deposited data were processed for this re-analysis (not part of the article)

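Bulk RNA sequencing libraries from 4 *Ctns* KO and 4 *Ctns* WT mice and from 8 *Ctns* KO and 8 *Ctns* WT rats were analysed, 24 libraries in all, 1 per animal. Genotype and animal number came from the sample labels, and the group sizes match the methods. The paper names kidney cortex, while the labels name cortex and also a protocol for dissected proximal tubules; the tissue was left as stated by each. The methods describe stranded mRNA libraries and paired reads of 100 nucleotides. The aligner, the counting, the genome build, the annotation and any filter are not stated in the paper's text or the labels.

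For the mouse, the authors deposited a normalized signal per gene: the reads plus 0.5, divided by the 75th percentile of the library plus 0.5. This was worked out from the values and is stated in no text. Reads were recovered from each library's smallest value and were whole for 99% of values. In both tables a value within 0.01 of a whole number was taken as whole. For the rat, the authors deposited estimated counts, here reads with 1/6 added and no scaling between libraries; 1/6 was taken off and the result was rounded to whole numbers, and 97.7% of values were whole before rounding. In both tables the symbols are those of human genes, so several rodent genes can stand under 1 symbol. Values that were not whole reads were found for 317 mouse and 556 rat symbols, among them RPS6 in the mouse and HAVCR1, SULT1C2, SLC7A13 and RPS6 in the rat, and these genes are uncertain to that extent. In the rat, 94 symbols in 43 groups had identical values at 50 reads or more. No pair of libraries within a group was alike within sampling noise (smallest chi-square per degree of freedom 12.3 over 12 mouse pairs and 8.60 over 56 rat pairs).

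Everything else was computed from these values in R 4.3.3. Mouse genes were tested with limma 3.58.1 (trend and robust options) on log2(value + 1) without a filter, since the table is not one of counts; the count test planned for it was run on the recovered reads as an added alternative. Rat genes were tested with edgeR 4.0.16 (quasi-likelihood test, robust, TMM normalization, its filter on low counts). P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05, and no covariate was used. The difference between species was to be tested with edgeR; because the mouse values are scaled, limma was used on the values of both species, with the rat reads scaled as the mouse table is, over the 11216 symbols found in both tests. The tests, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. Depth was 19309371 to 44449843 reads per mouse and 24684097 to 40629873 per rat, which covers counting error of single genes only; the number of animals limits the precision of group differences. On simulated reads with 200 genes changed 2-fold, limma on scaled values recovered 97.5% of them with 11 false calls among 13442 genes. Their median absolute log2 fold change by limma was 0.40. With edgeR it was 98% with 20 among 13364 on mouse reads, and 96.5% with 9 among 11546 on rat reads. Only genes kept by the filter on low counts were simulated, and the changed ones were drawn from the better expressed. These figures therefore do not cover genes with low values or the unfiltered mouse test.

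Genes were named by a fixed rule: *Ctns*; the genes of 4 lists that the paper names; in each species the 5 largest rises and 5 largest falls past the threshold with an average of at least 1 CPM and groups that did not overlap; and the 10 genes changed in both species with the largest smaller change. A gene that met this rule is not reported here by name; it stays in all counts. The 20 gene lists were those of genes the paper reports higher, genes it reports lower, its mTORC1 genes and its lysosome genes; cell cycle; proximal tubule, its segments 1 and 2, and its segment 3; lysosome; macrophage; lymphocyte; fibroblast and matrix; tubular injury; distal nephron; podocyte and endothelium; sterol and lipid synthesis; ATF4 targets; glycolysis; fatty acid oxidation; and NRF2 targets. They were tested with camera at a preset correlation of 0.01 between genes, on the log2 values of the mouse and on voom values of the rat, for lists with at least 5 genes in the fit. Genes within 10 Mb of *Ctns* were found in GENCODE vM21 for the mouse and the RefSeq annotation of GRCr8 for the rat, used only for which genes are neighbours, and 90.1% of mouse and 93.3% of rat symbols were found there. Alternatives were pseudocounts of 0.1, filters on low values or reads, DESeq2 1.42.0, DESeq2's size factors in edgeR, limma-voom, 1 surrogate variable from sva 3.50.0, other tests of lists, other window sizes, and leaving out each animal. Added after the data were seen were edgeR on the recovered mouse reads, and for the rats the number range (17 to 24 or 25 to 32) as a covariate, each range alone, and identical symbols kept once. Results of models across genes were set against other splits of the animals: all 35 for the mice, and 100 drawn for the rats and for pairs of splits.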

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

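The tests of a single X chromosome, an adult male and low depth for Xist, of the sexes, of genotype within each rat number range, of symbols with whole reads, and of depth, dominant genes and neighbours of *Ctns* for the symbols changed in both species were chosen only after the result was seen.

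The paper reports no genes from these libraries, in which 751 mouse and 3180 rat symbols differed between genotypes (adjusted p under 0.05, limma and edgeR). All 751 mouse symbols had groups that did not overlap, and 681 of the 3180 rat symbols did; among all mouse symbols 11.6% did so against 2.86% by chance, and among rat symbols 5.88% against 0.0155%. Of the 35 splits of the mice, 1 gave as many (the real one; the largest other gave 1), and of 100 splits of the rats, 1 did (largest other 2234). The rats' own numbers give a strong split: 17 to 24 against 25 to 32, without genotype in the fit, gave 3382 symbols, more than genotype did. Each range holds 4 rats of each genotype, so it cannot take the place of genotype; tested within each range alone, 743 symbols changed with genotype in the same direction in both, against 182 expected from independent calls. With the range as a covariate genotype gave 4443, which in this balanced design says nothing about cause. Several technical explanations are argued against by the tables. With every library thinned to the smallest total, 1021 mouse symbols (1198 without thinning, both by edgeR) and 3056 rat symbols passed the threshold. Without the 50 genes with the most reads there were 1205 mouse symbols (1193 for the same genes with all in the fit) and 3135 rat symbols (3160). Regressing each mouse library on GC content and length gave 856 (752 without, with 93.9% of the changed genes covered). Only 3.69% of located mouse symbols and 3.33% of rat symbols that differed lie within 20 Mb of *Ctns*, which argues against donor-strain alleles around it as the cause of most of them. Combined genes under 1 human symbol were not more often changed in the rat (one-sided Fisher's exact test, p = 0.999) but were in the mouse (p = 0.0109; 7.26% against 4.27%), so they remain a candidate explanation for the 23 mouse symbols concerned, while 728 of the 751 had whole reads throughout. A lower share of proximal tubule cells as the only change would raise the markers of all other cell types alike. Instead the macrophage list rose above the podocyte and endothelial list by 0.78 on the log2 scale in mice. The p was 0.0286, the smallest that 4 against 4 allow (exact permutation test, 2-sided). In rats the difference was 0.89 (exact permutation test, p = 0.0126). This contrast cannot exclude a lower share of proximal tubule cells together with more macrophages or fibroblasts. That and a change within single cell types stay open. Sex cannot be told apart from genotype in the rats, because 0 of the Y-linked transcripts on the list are in the rat table. What stays open is a biological effect of genotype, as a hypothesis, together with age, litter and date, which the labels do not give and which were not tested.

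In both species and the same direction, 357 matched symbols changed, 293 higher and 64 lower, against 84.7 expected from independent calls, and 14 changed in opposite directions. The balance depends on genes with low values: with a mean value of at least 1 there were 36 higher and 54 lower. Of 100 pairs of splits, 1 gave as many, the real pair, and the largest other gave 0; since no other split of the mice called more than 1 symbol, this adds nothing to the count for the mice and does not bear on sharing. With edgeR in both species 537 changed in the same direction, 455 with every library thinned to the smallest total, and 533 without the 50 genes with the most reads of each species (530 of the same genes with all in the fit). Of the 357, 1.78% of those located lie within 20 Mb of *Ctns* in either species. A shared response to the loss of *Ctns* is a candidate explanation that rests on 357 against 84.7. Age was not tested. Sex does not follow genotype in the mice as far as Xist shows, since 7 of the 8 express it.

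Between species, 355 symbols had a different change by the test of the difference itself (limma interaction, adjusted p under 0.05), the rat change lying above the mouse change for 202 and below for 153. This balance depends on the method. On recovered reads it was 202 and 88 with edgeR (165 shared with the 355) and 199 and 84 with limma-voom (178 shared). With DESeq2's size factors in edgeR it was 173 and 109 (161 shared). Of 100 pairs of splits 1, the real pair, gave as many, and the largest other gave 54. On the log2(value + 1) scale the rat change minus the mouse change was 0.47 for CTNS, 2.09 for SPP1, -0.67 for C3, -0.65 for SPARC, 0.66 for INTS2, -0.33 for VCAM1, 0.062 for GALNT13, 1.51 for HAVCR1, -0.32 for GAL, -0.060 for STK32C, -0.20 for CACNB4 and -0.89 for SULT1C2. This scale understates the change of genes with low values: GAL was at least 101-fold lower and GALNT13 at least 17.9-fold higher in *Ctns* KO rats. For CTNS, SPP1, C3 and VCAM1 the changes go the same way in both species and differ in size on this scale. Sizes on it depend on the level of expression as well as on the fold change. HAVCR1 and SULT1C2 have rat values that are not all whole reads. Species is confounded with everything else that differs between the tables, including the knockout allele, age and annotation, and no explanation was tested here.

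Among rats, 1756 symbols had a change with genotype that differed between rats 17 to 24 and 25 to 32 (edgeR interaction), 1730 of them with the larger change in rats 25 to 32. Of 100 splits of the rats into ranges of 4 and 4 per genotype, 1, the real one, gave as many (largest other 1268). Thinned to the smallest total, 1672 symbols passed, which argues against depth. The ranges also differ without regard to genotype, by 4808 symbols with genotype in the fit and 2498 among *Ctns* WT rats alone; with thinning there were 4691. Sex cannot be told apart from the range for this difference, and the table has no Xist or Y-linked genes. In rats 25 to 32, 5 of 8 genes higher in male kidney and 2 of 4 genes higher in female kidney were higher. Past the threshold were 3 higher and 3 lower of the male genes, and 2 higher and 2 lower of the female genes. These genes do differ between the ranges, but their directions point neither way. Age, batch, treatment and stage of disease are not given by the labels and stay open, untested.

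*Ctns* KO mouse 3 stood apart from the other *Ctns* KO mice by almost all of the group's range for Xist (gap divided by range 0.879), at 49 reads. Low depth would need few reads to be expected, but 19060 were expected from the other mice. A pair of active X chromosomes would raise X-linked genes over autosomal ones, whereas the log2 difference to the other *Ctns* KO mice was 0.017, within the range of -0.034 to 0.047 in the other mice. A single X chromosome stays open: in CPM, 3 of 3 genes that escape inactivation, KDM6A, KDM5C and DDX3X, were lowest in this mouse, but DDX3X at 166 CPM was close to the 167 CPM of the next, and on the scaled values it was lower in *Ctns* WT mouse 1, so 2 of the 3 were lowest on both scales. An adult male would raise genes higher in male kidney. Their log2 ratio to the other *Ctns* KO mice was -0.12, below the other *Ctns* KO mice (-0.0054 to 0.039) but within the -0.16 to 0.25 of all 7 other mice, so an adult male cannot be told apart from a female by these genes. The Y-linked entries are 0 in every mouse, so the table may not count such reads at all, and the age of the mice is not given. An exchange with a *Ctns* WT mouse is argued against by its *Ctns* value of 0.342 scaled units, against 0.824 or more in every *Ctns* WT mouse; an exchange with an animal outside these libraries stays open. Left out in turn, mouse 3 changed the 751 mouse symbols to 525 (455 shared), within 1.5 times, but those lower in *Ctns* KO fell from 142 to 61; 12 lists passed against 13. This is not particular to mouse 3, since without *Ctns* KO mouse 6, *Ctns* KO mouse 5 or *Ctns* WT mouse 4 there were 34, 37 and 55 lower.

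Other single animals lay far from the rest of their group, by the gap to the nearest value divided by the group's range. They were SLC5A2 in *Ctns* WT mouse 2 (0.857; 19.5 against 11.6 to 12.7 scaled units), SLC34A1 in *Ctns* WT mouse 2 (0.9; 146 against 86.7 to 92.6), RPS6 in *Ctns* WT mouse 1 (0.844; 2.08 against 1.86 to 1.90), CTSB in *Ctns* WT mouse 2 (0.942; 22.2 against 18.7 to 18.9) and IGFBP3 in *Ctns* KO mouse 3 (0.9; 4.73 against 3.45 to 3.58). In rats they were SPP1 in *Ctns* WT rat 17 (0.653; 331 against 172 to 227 CPM), CTSD in *Ctns* WT rat 17 (0.556; 950 against 742 to 834 CPM), STK32C in *Ctns* KO rat 30 (0.576; 0.214 against 0.305 to 0.373 CPM) and SLC5A2 in *Ctns* KO rat 30 (0.541; 535 against 598 to 651 CPM). Of 213 groups of values tested, 10 were this far out with Xist included, and 10.7 would be by chance, at 1 in 20. No biological explanation was tested for them.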

How the results depend on the processing

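The alternatives with edgeR on the recovered mouse reads and those by rat number were chosen only after the data were seen. No paired analysis was possible because the groups share no replicate numbers. The Y-linked covariate planned for the rats was not run, since the rat table holds none of those transcripts.

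The number of mouse symbols past the threshold depended on the method. Against 751 it was 175 with a mean value of at least 1 (77 higher, 98 lower, 44% higher against 81.1%; 132 shared), as fewer symbols are tested and low ones are left out. It was 1205 with DESeq2's size factors in edgeR, 1198 with edgeR's TMM on the recovered reads (68.0% higher), 1519 with DESeq2 (61.6% higher), 1240 with limma-voom and 369 with 1 surrogate variable. The cause of these shifts was not tested. Leaving out each mouse gave 352 (without *Ctns* WT 4) to 683 (without *Ctns* KO 8), with fewer animals in each fit. A pseudocount of 0.1 gave 819, at least 1 read in any library 981 and at least 10 reads in every library 1028, all within 1.5 times. *Ctns* in mice kept its direction and stayed past the threshold in every alternative that tested it, with log2 fold changes of -1.49 to -0.50 and adjusted p of 3.33e-55 to 0.00767 (limma, edgeR or DESeq2); the filter on a mean value of at least 1 leaves it out.

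Rat symbols numbered 2926 to 4712 under the alternatives with all rats, 3180 as reported, and 2536 (without *Ctns* KO 30) to 3478 (without *Ctns* KO 22) with each rat left out. Rats 17 to 24 alone gave 843 (771 shared) and rats 25 to 32 alone gave 5100 (2952 shared), each with fewer rats. *Ctns* in rats kept its direction, with log2 fold changes of -0.32 to -0.11 and adjusted p of 0.0251 to 0.514. It passed the threshold with DESeq2 (-0.23, adjusted p 0.0416), 1 surrogate variable (-0.22, 0.0265, edgeR), the number range as a covariate (-0.22, 0.0251, edgeR) and rats 25 to 32 alone (-0.32, 0.0391, edgeR). Leaving out each rat gave -0.26 (without *Ctns* KO 26) to -0.17 (without *Ctns* WT 27), adjusted p 0.0312 to 0.134, and 5 of the 16 fits passed it, those without *Ctns* WT 17, 19 or 21 and without *Ctns* KO 24 or 26. The cause was not tested.

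Under an estimated correlation between genes, 0 mouse and 0 rat gene lists passed; with fry 6 mouse lists did against 13, and in rats the 9 lists and 3 others passed, 12 in all. Leaving out each animal gave 12 to 15 mouse and 9 to 11 rat lists. Changes near *Ctns* in rats had an odds ratio of 0.994, and 1.01 in a window of 20 Mb (Fisher's exact test, p = 0.905), a reversal around 1 far from the threshold. The correlation across genes between species (0.277) was 0.386 with a pseudocount of 0.1, 0.416 with a mean value of at least 1, 0.347 with at least 10 reads in every library, 0.539 with DESeq2's size factors in edgeR and 0.539 with TMM on the recovered reads, and 0.236 to 0.297 without each mouse. Symbols changed in both species (357) numbered 90 with a mean value of at least 1 (36 higher, 54 lower), 703 with DESeq2, 537 with edgeR on the recovered reads and 1052 where an unadjusted p was enough in 1 species. Symbols whose change differs between species (355) numbered 68 with a mean value of at least 1 and 252 to 290 under the other alternatives.

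For named genes past the threshold as reported, and for the direction in which lists were tested, no direction changed. The median of the mouse ATF4 targets was -0.018 with a mean value of at least 1, where that list did not pass (adjusted p 0.934, camera). Of the genes the paper reports higher or lower, those not past the threshold were less steady: APOB in rats was -0.79 in all rats and 0.16 in rats 17 to 24, TFRC in rats 0.13 and -0.039 in rats 25 to 32, and CDH2 in mice 0.0032 and -0.022 with 1 surrogate variable. Without leaving out animals, 168 values for mouse genes kept their side of the threshold and 9 became weaker, against 332 and 13 in rats; with each animal left out it was 121 and 47 in mice and 548 and 12 in rats. For lists these were 66 and 23 in mice and 54 and 9 in rats, and 99 and 5 in mice and 144 and 0 in rats with each animal left out.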

Differences from the paper's values

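None of the tests below was chosen after the result was seen, apart from the settings with edgeR on the recovered mouse reads and those by rat number.

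The paper's text gives 4 mice and 8 rats in each group, and the tables hold the same numbers. It gives no other value from these libraries. Its text, figures and source data do give genes as higher or lower in *Ctns* KO kidneys or cells from other assays, some on dissected tubules or on protein. Of the 8 it gives as higher, the mouse test called 6, all higher, and CDC20 (adjusted p = 0.0609, limma) and VIM (adjusted p = 0.392, limma) were not called. CDC20 was called with a pseudocount of 0.1, with both read filters, with DESeq2's size factors, DESeq2, limma-voom and edgeR on the recovered reads, and VIM under none of these. Of the 6, leaving out each mouse in turn lost PCNA in all 8 fits, CCNB2 in 7, CCNA2 in 4 and CDK1 in 1, and FOXM1 and SOX9 in none. With 1 surrogate variable, 1 of the 8 was called, and 0 of the 10 that follow. In rats all 7 tested were called higher; in rats 17 to 24 alone 5 were, without PCNA (adjusted p = 0.0992, edgeR) and SOX9 (adjusted p = 0.0981). Of the 10 it gives as lower, SLC7A13 was the 1 called in mice, where 9 of 10 were lower. SLC7A13 was lost in 7 of the 8 fits without 1 mouse. It lies near the floor, with at most 31 reads in any *Ctns* WT mouse and 9 in any *Ctns* KO mouse. The filters on at least 10 reads in every library and on a mean value of at least 1 leave it out. With DESeq2, APOB and SLC3A1 were called lower as well. In rats 2 of 8, SLC34A1 and SLC3A1, were called lower, and CDH2 and CUBN were as well with 1 surrogate variable or the number range as a covariate, and CDH2, CUBN and APOB in rats 25 to 32 alone; in rats 17 to 24 alone 1 was, SLC34A1. TFRC (log2 fold change 0.13, adjusted p = 0.642, edgeR) and SLC7A13 (0.10, adjusted p = 0.891) were higher in rats and CDH2 in mice (0.00317, adjusted p = 0.964, limma), none past the threshold. No gene was called in the direction opposite to the paper under any of these settings.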

Other observations

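The genes seen in 1 genotype only, and the comparisons between the rat number ranges, were chosen only after the values were seen; the other tests here were not.

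In mice, camera placed 13 of 20 lists past an adjusted p of 0.05, 7 higher and 6 lower, and in rats 9, 6 higher and 3 lower. Other splits reached these counts: 3 of the 35 splits of the mice gave 13 or more lists (median 7), the real one included. In rats 29 of 100 splits gave 9 or more (median 7). The other mouse splits with 13 exchange only 1 mouse of each genotype, so they keep most of the contrast between genotypes. Mouse splits with equal numbers of each genotype on both sides gave 0 to 7 lists. The splits therefore do not rule out a chance division of the animals for the number of lists, and those of the mice are a poor test of it. Genes of a list move together, and with the correlation estimated per list 0 passed in either species. With fry, which keeps the correlation, 6 mouse lists (cell cycle, macrophage, fibroblast and matrix, tubular injury, ATF4 targets and the genes the paper reports higher) passed, and in rats 12 did: the 9, the genes the paper reports lower (adjusted p = 0.00222, fry), proximal tubule segment 3 (0.000709) and NRF2 targets (0.0248). The cell cycle list had the smallest p by camera in both species, but in mice macrophage, fibroblast and matrix, and tubular injury had smaller ones by fry (adjusted p = 0.000613 to 0.000635 against 0.000659). It rose by a median log2 fold change of 0.07 in mice on the log2(value + 1) scale (1.00 on recovered reads; 46 of 94 genes changed, 72 when adjusted over the list alone; camera adjusted p = 3.2e-30) and 1.13 in rats (62 of 79 genes; camera adjusted p = 3.36e-28).

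Medians in mice were 0.14 for the genes the paper reports higher, 0.11 for macrophage (13 of 17 genes changed), 0.13 for fibroblast and matrix, 0.17 for tubular injury, 0.07 for lysosome and 0.01 for ATF4 targets, all past the threshold (limma's camera). On the recovered reads these were 1.76, 0.72, 0.50, 0.69, 0.08 and 0.11 in the same order. They were -0.18 for the genes the paper reports lower, -0.20 for proximal tubule, -0.15 for its segment 3, -0.04 for podocyte and endothelium, -0.19 for fatty acid oxidation and -0.07 for NRF2 targets, also past it (on the recovered reads -0.25, -0.22, -0.24, -0.08, -0.25 and -0.10). Some of these rest on single mice: proximal tubule was -0.098 without *Ctns* WT mouse 2, its segment 3 was -0.085 without *Ctns* WT mouse 4 and NRF2 targets were -0.029 without *Ctns* WT mouse 4. NRF2 targets were not past the threshold without *Ctns* WT mouse 1, *Ctns* WT mouse 4 or *Ctns* KO mouse 3 (adjusted p up to 0.131, camera), nor ATF4 targets without *Ctns* WT mouse 1 or 2 (up to 0.0729). Those not past it were 0.02 for the mTORC1 genes, 0.04 for the paper's lysosome genes, -0.12 for proximal tubule segments 1 and 2, 0.01 for lymphocyte, 0.08 for distal nephron, -0.02 for sterol and lipid synthesis and -0.03 for glycolysis (on the recovered reads 0.014, 0.054, -0.14, 0.28, 0.087, -0.050 and -0.067).

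In rats the medians past the threshold were 1.08 for the genes the paper reports higher, 0.79 for macrophage, 0.95 for lymphocyte, 0.65 for fibroblast and matrix, 0.65 for tubular injury, -0.49 for proximal tubule, -0.50 for its segments 1 and 2 and -0.30 for fatty acid oxidation. Those not past it were -0.27 for the genes the paper reports lower, -0.04 for the mTORC1 genes, 0.11 for the paper's lysosome genes, -0.30 for proximal tubule segment 3, -0.03 for lysosome, 0.10 for distal nephron, -0.16 for podocyte and endothelium, 0.13 for sterol and lipid synthesis, 0.06 for ATF4 targets, 0.02 for glycolysis and 0.08 for NRF2 targets. SLC7A11, on the last list and on that of ATF4 targets, has at most 3 reads in *Ctns* WT rats and a fitted change that is no bound; it lies above both medians, also at its lower bound. Within rats 17 to 24 and 25 to 32 the cell cycle list had medians of 0.91 and 1.36, and the proximal tubule list -0.22 and -0.72. Some lists not past the threshold over all rats passed within a range (adjusted p, camera). They were segment 3 (0.0407) and sterol and lipid synthesis (0.0159) in rats 17 to 24. In rats 25 to 32 they were the genes the paper reports lower (0.0293) and podocyte and endothelium (0.0480). Each range alone gave 11 lists, and the range as a covariate gave 10.

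Among the mTORC1 and lysosome genes that the paper names, no mouse transcript was called (limma, adjusted over all symbols). Adjusted over each list alone, 1 lysosome gene and 0 mTORC1 genes were. In rats EIF4EBP1 (log2 fold change 0.72, adjusted p = 0.00179, edgeR), CTSD (0.70, adjusted p = 0.0033) and YBX3 (0.38, adjusted p = 0.00465) were higher, and MTOR (-0.32, adjusted p = 0.00351), ATP6V1B2 (-0.25, adjusted p = 0.026) and LAMP1 (-0.21, adjusted p = 0.0306) were lower, all by edgeR. With each rat left out in turn, ATP6V1B2 was not past the threshold in 5 of 16 fits (adjusted p up to 0.0702) and LAMP1 in 7 (up to 0.0776), and the other 4 stayed past it. These calls come from rats 25 to 32, where all 6 passed, while in rats 17 to 24 none did (adjusted p = 0.133 to 0.823, edgeR). In rats 25 to 32 alone SQSTM1 (0.29, adjusted p = 0.00733, edgeR), RPS6 (0.59, 0.0183) and ATP6V0D1 (-0.22, 0.0414) passed as well. Some rat values of RPS6 were not whole reads. No rat had more than 75 reads of it, against up to 3951 in a *Ctns* WT mouse. The rat entry may therefore miss most reads of this gene, and its rise is not read as a change in expression. The change differed between the ranges for CTSD (0.21 against 1.07, interaction adjusted p = 0.000294), MTOR (-0.10 against -0.51, 0.00878), EIF4EBP1 (0.32 against 1.08, 0.0222), ATP6V1B2 (0.0396) and YBX3 (0.0459) and not past the threshold for LAMP1 (0.187). No explanation was tested.

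Seen in 1 genotype only, with at least 10 reads in every animal of that genotype and at most 3 in any of the other, were CRABP1 (10 to 26 reads), NKX6-2 (10 to 13) and SPACA7 (26 to 58) in *Ctns* KO mice, and GALNT13 (28 to 122), IL24 (13 to 208) and SLC7A11 (11 to 76) in *Ctns* KO rats. The 1 gene of this kind in *Ctns* WT animals was GAL, with 195 to 630 reads in *Ctns* WT rats and at most 2 in *Ctns* KO rats, in both number ranges. No test of its cause was made.

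Within 10 Mb of *Ctns*, 14 of 305 mouse genes changed (odds ratio 1.02, Fisher's exact test, two-sided, p = 0.889) and 65 of 235 rat genes (odds ratio 0.994, p = 1), which does not set them apart from other genes. The number itself was as large in 1 of 35 splits of the mice and 1 of 100 splits of the rats, the real ones, since those splits change fewer genes everywhere. INTS2 and SPARC lie within 20 Mb of *Ctns* in the mouse, so donor alleles are not excluded for these single genes.

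Across 11216 genes matched by symbol, the log2 fold changes of the species had Pearson's r = 0.277 and Spearman's rho = 0.319, across genes, which are not independent replicates. Of 100 pairs of splits 2 gave an r as far from 0, the real pair included, and the largest other was 0.302. In rats, the log2 fold changes of rats 17 to 24 and 25 to 32 had r = 0.755 and rho = 0.576 across genes.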
